# Twist1-related miR-26b-5p suppresses epithelial-mesenchymal transition, migration and invasion by targeting SMAD1 in hepatocellular carcinoma

**DOI:** 10.18632/oncotarget.8328

**Published:** 2016-03-24

**Authors:** Yong Wang, Baocun Sun, Xiulan Zhao, Nan Zhao, Ran Sun, Dongwang Zhu, Yanhui Zhang, Yanlei Li, Qiang Gu, Xueyi Dong, Meili Wang, Jindan An

**Keywords:** microRNA, SMAD1, epithelial-mesenchymal transition, early recurrence, hepatocellular carcinoma

## Abstract

Twist1 is well known to induce epithelial-mesenchymal transition (EMT) and promote tumor metastasis. MicroRNAs (miRNAs) are involved in the EMT process and are associated with metastasis in hepatocellular carcinoma (HCC). In the present study, microRNA-26b-5p (miR-26b-5p) expression was consistently and significantly downregulated in HepG2-Twist1 HCC cell lines compared with HepG2-vector cell lines using microarrays (the HepG2-Twist1 cell line can stably express Twist1). miR-26b- 5p downregulation was directly mediated by Twist1 through binding to the promoter region of miR-26b-5p in HepG2-Twist1 cells by ChIP-seq technology. Both gain- and loss-of-function studies showed that miR-26b-5p dramatically suppressed EMT and the invasion ability of HCC cells *in vitro*. Using mouse models, tumors derived from miR- 26b-5p-overexpressed HCC cells exhibited a significant reduction in tumorigenicity compared with the control group. Subsequent investigation revealed that miR-26b-5p directly inhibited SMAD family member 1 (SMAD1) expression. miR-26b-5p repressed BMP4/Smad1 signaling following SMAD1 inhibition. Overexpression of SMAD1 reversed the function of miR-26b-5p. In human HCC tissues and mouse xenograft tumors, miR-26b-5p levels were inversely correlated with SMAD1 expression as well as metastasis. Conclusion: miR-26b-5p suppresses Twist1-induced EMT, invasion, and metastasis of HCC cells by targeting SMAD1 and BMP4/Smad1 signaling. This suggests a promising application for miR-26b-5p in anti-HCC therapy.

## INTRODUCTION

Hepatocellular carcinoma (HCC) is the most common type of primary liver cancer and the third leading cause of death from cancer worldwide. Although promising treatment strategies have been reported, the dismal outcome and poor median survival remain unchanged [1, 2]. The identification of predictive molecular factors and an understanding of the roles of these markers in the molecular genetic mechanisms underlying HCC tumor metastasis would lead to improved overall clinical management of patients with HCC.

MicroRNAs (miRNAs) are endogenously expressed non-coding RNAs that inhibit the expression of their targeted genes. The ability of some miRNAs to function as tumor promoters or suppressors in hepatocarcinogenesis has led to new insights into the molecular pathways involved in HCC [3, 4]. Up to 90% of all human cancers, including HCC, are carcinomas, which are cell growths that originate in epithelial cells. Epithelial-mesenchymal transition (EMT), a normal embryological process, is frequently implicated in cancer aggressiveness and metastasis. It is characterized by loss of cell adhesion, repression of E-cadherin expression, acquisition of the mesenchymal marker vimentin, and increased cell motility and invasiveness [5]. MiRNAs have been demonstrated to exert important regulatory functions in EMT [6].

Twist1, as a b-helix-loop-helix (bHLH) transcription factor, is known to induce EMT in a variety of tumors [7, 8]. In this regulation process, phenotypic plasticity occurs and cell motility is activated [9]. Twist1 can promote migratory and invasive effects on hepatocellular carcinoma by inducing EMT. For HCC patients, high expression and nuclear translocation of Twist1 are important risk factors.

However, the regulatory roles of miRNAs in Twist1-induced EMT contributing to HCC metastasis remain to be elucidated. In this study, we found that Twist1-induced EMT was associated with the downregulation of the miR-26b-5p based on miRNA expression profiles and ChIP-seq technology. Over-expression of miR-26b-5p inactivated the bone morphogenetic protein 4 (BMP4)/Smad1 pathway by upregulating SMAD1 in HCC cells and suppressing EMT, tumor migration and invasion.

## RESULTS

### Expression of miR-26b-5p is inversely correlated with Twist1 expression in HCC tissues and its downregulation is associated with patient poor prognosis

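The small RNA of 4 HepG2 lines was profiled on 2 miRNA microarrays, with 1 sample per line. HepG2 is an established human liver cancer line. The lines carried an empty vector (HepG2-vector), Twist1 (HepG2-Twist1), Bcl-2 (HepG2-Bcl-2) or both (HepG2-Twist1/Bcl-2). Twist1 is a transcription factor that drives EMT, and Bcl-2 is a protein that restrains apoptosis. Array 1 held HepG2-vector labelled with Cy3 and HepG2-Twist1 labelled with Cy5. Array 2 held HepG2-Twist1/Bcl-2 labelled with Cy3 and HepG2-Bcl-2 labelled with Cy5. The dyes were not swapped for either pair, so on array 1 the dye and the line differ together. Each array had probes for 1212 human miRNAs at 3 repeat spots, and 332 control spots. The median miRNA spot on array 1 read 116 in the Cy3 channel, where the 20 empty spots had a median of 105, and 40.5 in the Cy5 channel, where the empty spots had a median of 38.0. Most of the probes were therefore dim in HepG2 cells, and the brightest miRNA spot reached 35944. The authors measured the spots with a laser scanner, normalized the intensities by cyclic LOWESS, and left out miRNAs below a normalized intensity of 32 in all samples. Here the scanner intensities were background-corrected with limma's normexp model (offset 50) and normalized by loess within each array. A miRNA was taken as measured where at least 1 of the samples compared reached 32. In HepG2-vector, 144 miRNAs reached an intensity of 100, and in HepG2-Twist1 the count was 144 as well. Each log2 ratio is the mean over the 3 spots with their SD, which covers spot-to-spot error within 1 hybridization and no difference between cultures. HepG2-Twist1 and HepG2-vector had 1 sample each and were not tested against each other as lines, and miRNAs were called by size, at least 2-fold with all 3 spots of one sign. The offset draws the ratios of dim miRNAs toward 0.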

To screen miRNA-related mechanisms underlying EMT followed by the upregulation of Twist1, we performed microarray miRNA analysis on HepG2-vector and HepG2-Twist1 human HCC cell lines. Microarray analysis revealed a panel of miRNAs with significant differential expression between these two HCC cell lines. Among these miRNAs, the expression of miR-26b-5p was significantly (*P* = 0.00733) downregulated in the HepG2-Twist1 cell line compared with the HepG2-vector cell line. 

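Among 304 measured miRNAs, 5 were at least 2-fold lower in HepG2-Twist1 than in HepG2-vector and 0 were at least 2-fold higher. The lowest was miR-140-3p, best known from cartilage, at a log2 ratio of -1.59 ± 0.17 (SD of 3 spots, as for the values below), from a normalized intensity of 416 to 105. miR-19b-3p, a member of the growth-promoting miR-17/92 cluster, was at -1.32 ± 0.19. The other called miRNAs were miR-1246 at -1.30 ± 0.15, miR-1260b at -1.19 ± 0.08 and miR-3613-3p at -1.03 ± 0.21. Below the 2-fold size, the next lowest of the 139 miRNAs at 100 or more in both lines were miR-4284 at -0.82 ± 0.08, miR-181b-5p at -0.79 ± 0.10, miR-3141 at -0.75 ± 0.13 and miR-149* at -0.73 ± 0.03. On the other side stood let-7i-5p at 0.53 ± 0.16, let-7b-5p at 0.51 ± 0.11 and let-7a-5p at 0.49 ± 0.11, members of a family that restrains growth and keeps cells differentiated. miR-638 at 0.51 ± 0.04, miR-1915 at 0.50 ± 0.10, miR-3665 at 0.46 ± 0.10, miR-1281 at 0.44 ± 0.09 and miR-132 at 0.36 ± 0.06 followed. let-7d* at 0.72 ± 1.07 and miR-3124 at 0.57 ± 0.64 did not stand out from the spread of their spots. On array 2, where the Twist1 line carried the other dye and both lines Bcl-2, miR-19b-3p was lower too, at -1.13 ± 0.15. The other called miRNAs were not. miR-140-3p was at 0.40 ± 0.18, miR-1246 at 0.46 ± 0.27, miR-1260b at 1.92 ± 0.09 and miR-3613-3p at 0.08 ± 0.19. let-7a-5p and let-7b-5p stayed above 0. Below 0 there were let-7i-5p at -0.52, miR-638 at -0.72, miR-1915 at -0.85, miR-3665 at -0.54, miR-1281 at -0.46 and miR-132 at -0.45.
Lists of related miRNAs were set against 10000 random lists of the same size and intensity. The random lists hold miRNAs drawn singly, so signal shared between related members is not allowed for. The percentiles are therefore descriptions and not tests. The let-7 family had a median of 0.28 over 9 measured members, at percentile 99.6 of the random lists, with 6 of the 9 above 0. The miR-17/92 clusters and paralogs had a median of -0.25 over 11 members, at percentile 0.715, with 8 below 0 and 1 past 2-fold. These were 2 of the 13 lists with at least 3 measured members. The other 11 lay inside the central 95% of the random lists and had no member past 2-fold. Their medians were -0.36 for the miR-181 family (all 4 members below 0, percentile 4.57), -0.16 for the miR-29 family, -0.12 for epithelial or EMT-restraining miRNAs outside the miR-200 family and -0.09 for EMT-promoting miRNAs such as miR-21-5p. They were 0.02 for Twist1-linked miRNAs, 0.03 for the cluster of miR-424 and miR-503, 0.04 for the miR-15/16 family, 0.01 for the miR-30 family, 0.02 for the miR-23/27/24 clusters, -0.06 for liver-enriched miRNAs and -0.05 for neuronal miRNAs. The 3 measured Twist1-linked miRNAs were miR-424-5p, miR-424-3p and miR-503-5p, all close to the minimum. All 3 also belong to the cluster, which adds only miR-450b-5p at 0.58 ± 1.00. These 2 medians are therefore not separate results. The other Twist1-linked miRNAs, among them miR-10b-5p and miR-214-3p, were not measured. Of the miR-200 family, which maintains the epithelial state, 1 of 5 members was measured, miR-200c-3p at 0.12 ± 0.08. It was below the minimum in HepG2-vector, at 29.4, so this ratio is not an exact size. The hypoxia and blood-cell lists had 2 and 1 measured members, and no miRNA of the muscle, mesenchymal or pluripotency lists reached 32 in either line.
Centring on the median log2 ratio without loess gave 20 lower miRNAs, but the median of all miRNAs measured was then -0.27 and not 0. With no normalization there were 131 lower and a let-7 median of -0.63. That was 0.01 above the median of all miRNAs measured there and at percentile 99.98 of random lists of like intensity. The miR-17/92 percentile was 10.3 there, 2.64 with centring, 5.32 at a minimum of 100, 5.26 at a minimum of 500 and 9.55 with subtraction of the median empty spot. The let-7 percentile was 83.9 in the authors' normalized values, 97.48 at a minimum of 100, 97.0 at a minimum of 500 and 95.5 with that subtraction. At least 2-fold higher were 3 miRNAs in the authors' values, 1 with that subtraction, and 1 with repeat spot 1 or 2 left out. The authors' values hold no repeat spots, so the calls there went by size alone, a looser rule.

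**Figure D1:**
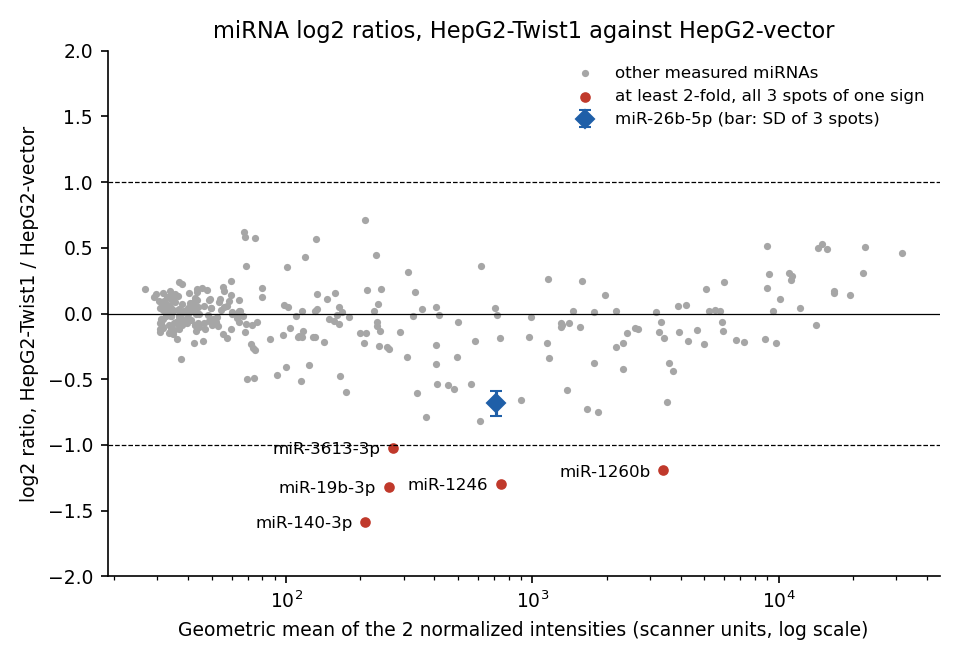
Log2 ratio of HepG2-Twist1 to HepG2-vector for the 304 measured miRNAs, against the geometric mean of their normalized intensities in the 2 lines (log axis). Red points are the 5 miRNAs at least 2-fold lower with all 3 spots of one sign, the blue diamond is miR-26b-5p with the SD of its 3 spots, and dashed lines mark 2-fold; no point lies above the upper line.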

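miR-26b-5p, a miRNA with tumor-suppressing roles in several cancers, was lower in HepG2-Twist1 than in HepG2-vector. Its normalized intensity was 914 ± 31.1 in HepG2-vector and 550.0 ± 27.1 in HepG2-Twist1 (SD of 3 repeat spots, 1 sample per line). The log2 ratio was -0.68 ± 0.09, short of 2-fold. It was below 0 at each of the 3 spots, at -0.77, -0.70 and -0.58, so the difference was larger than the spread between spots. It ranked 10 from the lowest of the 139 miRNAs at 100 or more in both lines. Its close relative miR-26a-5p was on the other side of 0, at 0.18 ± 0.04. The passenger strands miR-26b-3p, miR-26a-1-3p and miR-26a-2-3p did not reach the minimum of 32 in either line. The methods' t-test between the repeat spots gave 0.000126 for miR-26b-5p, and 0.00905 after Benjamini-Hochberg adjustment. It compares the spots of 2 samples and not the lines. A paired t-test over the 2 pairs with and without Twist1, added later, gave 0.839, but the pairs differ in Bcl-2 and dye orientation. Centring without loess moved the log2 ratio to -1.24 and no normalization to -1.90. Averaged with the ratio of HepG2-Twist1/Bcl-2 to HepG2-Bcl-2 from array 2, where the Twist1 line carried the other dye, the mean was 0.24 and so above 0, but with centring or no normalization it was within the spread of its spots. From the array comparison the paper concludes that miR-26b-5p is downregulated in HepG2-Twist1, and it carried this miRNA forward to qRT-PCR (Figure 1A).

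**Figure D2:**
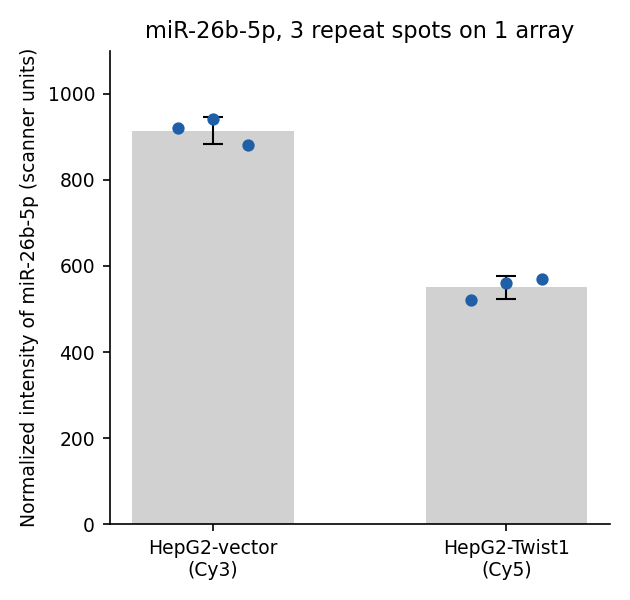
Normalized intensity of miR-26b-5p (scanner units) in HepG2-vector and HepG2-Twist1. Blue points are the 3 repeat spots of 1 array, bars their mean and error bars their SD; the spots of the lines do not overlap.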

The results from microarray studies were subsequently validated by qRT-PCR analysis (Figure 1A). In addition, ChIP-seq analysis indicated that Twist1 could directly bind to the promoter region of miR-26b- 5p and the results were validated by ChIP-qRT-PCR (Figure 1B).

**Figure 1:**
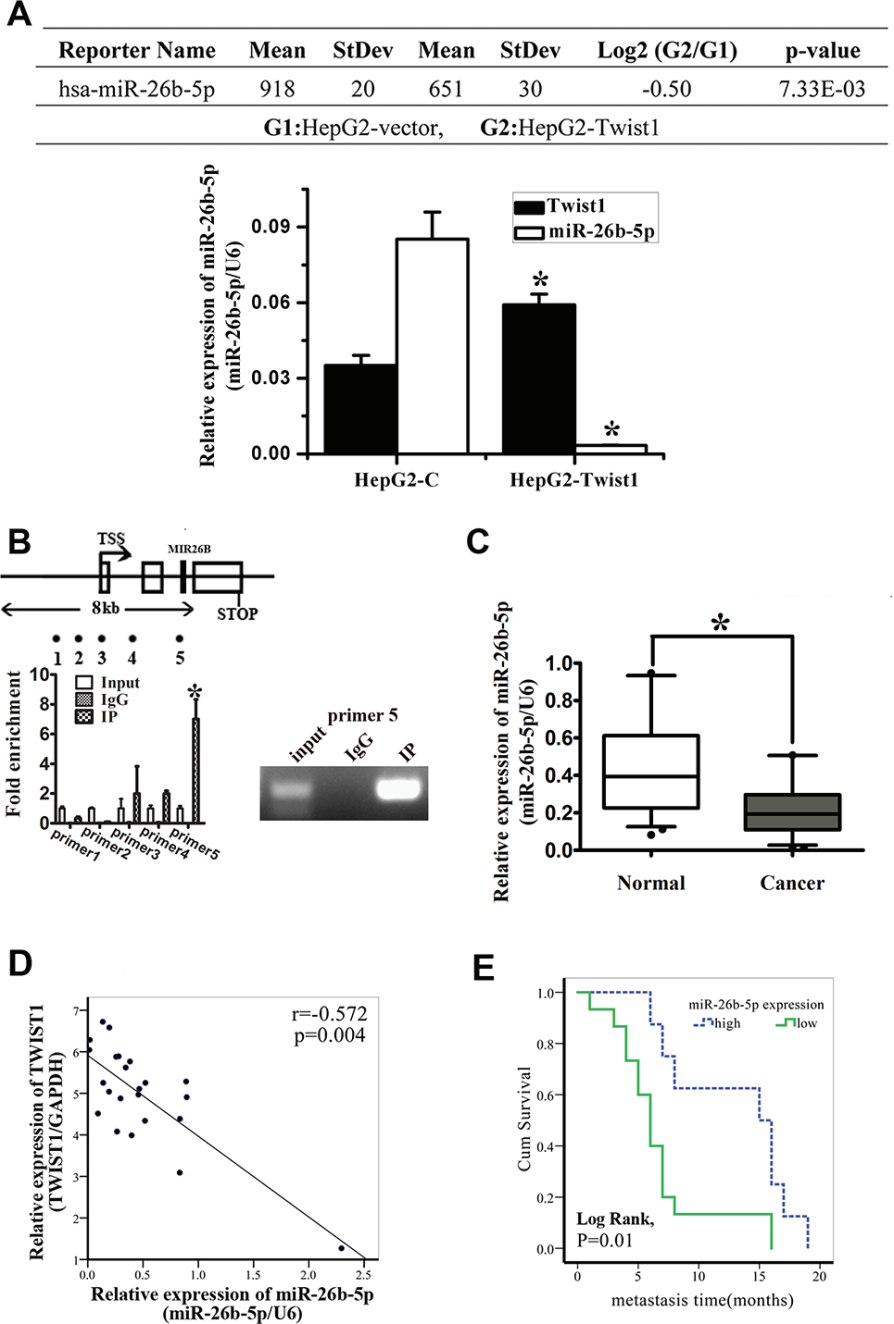
miR-26b-5p is downregulated in HCC tissues and cell lines and is associated with tumor short-term recurrence and metastasis (**A**) Summary of microarray analyses. The upper panel shows that miR-26b-5p is significantly downregulated in HepG2-vector and HepG2-Twist1 human HCC cell lines. The lower panel shows that qRT-PCR was used to verify the results of the chip assay. *P < 0.05. (**B**) ChIP was performed on HepG2 cells transfected with the Twist1 overexpressed plasmid. The precipitated chromatin was PCR-amplified with the use of specific primers in the miR-26b-5p promoter (Table S1) as indicated by black dots. Bar graphs show fold enrichment of Twist1 binding of MIR-26B Transcription Start Site (TSS) region. Relative enrichment compared to irrelative antibody control is shown. The mean ± SD of three determinations is shown. (**C**) Validation of the expression of miR-26b-5p in clinical HCC samples by qRT-PCR. (**D**) An inverse correlation between miR-26b-5p and Twist1 expression using the Pearson correlation (*P* = 0.004, *r* = −0.572). (**E**) Expression of miR-26b-5p is associated with the recurrence and metastasis within the short time of patients with HCC (Log Rank, *P* = 0.01). The average expression value obtained for miR-26b-5p from the 23 samples studied by qRT-PCR was chosen as the cut-off point for survival analysis using the Kaplan-Meier method.

Moreover, the results obtained from HCC patients were consistent with previous observations that the expression of miR-26b-5p was significantly downregulated in HCC tissues (Figure 1C). Pearson correlation analysis showed that miR-26b-5p expression was inversely correlated with Twist1 expression in the clinical samples (Figure 1D). Using the average expression value obtained for miR-26b-5p from the 23 samples studied as the cut-off point for Kaplan-Meier plots, it was demonstrated that lower miR-26b-5p expression was significantly associated with early metastasis of HCC (Figure 1E).

### miR-26b-5p is associated with the EMT phenotype and impairs migratory and invasive abilities in human HCC cell lines

Next, we analyzed the expression of miR- 26b- 5p in a panel of liver cancer cell lines by qRT-PCR. Compared to normal liver cells, the expression of miR- 26b-5p was significantly downregulated in all of the HCC cell lines studied, especially mesenchymal phenotypic HCC cell lines (Figure 2A). The epithelial HCC cells, such as HepG2 and PLC, exhibited high expression of E-cadherin and low expression of vimentin, while HCC cells with a mesenchymal phenotype such as Bel7402 and SMMC7721 demonstrated low expression of E-cadherin and high expression of vimentin (Figure 2C). The data suggest that the expression of the miR-26b-5p may be associated with EMT in HCC.

**Figure 2:**
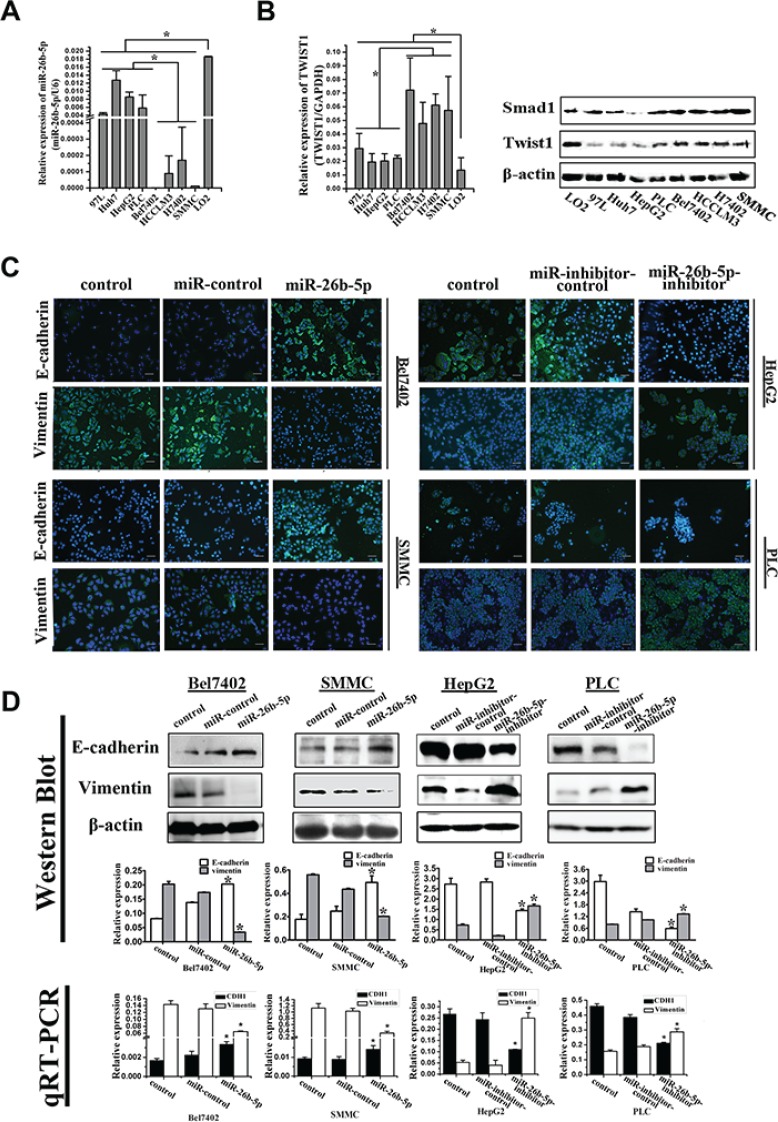
miR-26b-5p is associated with the EMT phenotype in HCC cells (**A**) Expression of miR-26b-5p was studied in a panel of liver cancer cell lines by qRT-PCR. The downregulation of miR-26b-5p was associated with the EMT phenotype: expression of miR-26b-5p was lower in mesenchymal phenotypic cells (Bel7402, H7402, HCCLM3 and SMMC7721) compared to cell lines cells with a basal epithelial phenotype (MHCC97L, HepG2, HuH7 and PLC). (**B**) Expression of Twist1 was studied in liver cancer cell lines by qRT-PCR and Western blot. (**C**) Bel7402 and SMMC7721 cells stably transfected with miR-26b-5p and HepG2 and PLC cells stably transfected with miR-26b-5p-inhibitor were stained for E-cadherin, vimentin, and DAPI and analyzed by confocal microscopy. The green signal represents staining for E-cadherin (upper panel) and vimentin (lower panel). Nuclear DNA was detected by staining with DAPI. Scale bar represents 50 μm. (**D**) Expression of the epithelial protein E-cadherin and the mesenchymal protein vimentin in miR-26b-5p stably transfected Bel7402 and SMMC7721 cells and miR-26b-5p-inhibitor stably transfected HepG2 and PLC cells was detected by Western blot. qRT-PCR was used to detect mRNA expression. β-actin and GAPDH were used as loading controls. Original magnification: 200×. Error bars represent SD and *P < 0.05.

As miR-26b-5p is a Twist1-related miRNA, the expression of Twist1 was detected in the same HCC cell lines by qRT-PCR and Western blot. Its expression was significantly upregulated in all of the HCC cell lines studied, especially mesenchymal phenotypic HCC cell lines (Figure 2B). This result indirectly shows that lower miR-26b-5p levels were associated with higher Twist1 levels. Thus, we selected and transfected four HCC cell lines as recipient cells: viz.Bel7402 and SMMC7721 with P-miR-26b-5p or P-miR-control, and HepG2 and PLC with P-miR-26b-5p-inhibitor or P-miR-inhibitor-control. Stable cell lines over-expressing and down-regulating miR-26b-5p were established and were tentatively designated Bel7402-miR-26b-5p or SMMC-miR-26b- 5p, HepG2-miR-26b-5p-inhibitor or PLC-miR-26b-5p-inhibitor. The expression of miR-26b-5p in these cells was confirmed by qRT-PCR (Figure S1A and S1B). Compared to P-miR-control transfected cells, upregulation of miR-26b-5p was associated with the observed dramatic morphological changes in the Bel7402-miR-26b-5p and SMMC-miR-26b-5p cells from an elongated fibroblastic phenotype to an epithelial cobblestone phenotype, which is consistent with the changes associated with mesenchymal-to-epithelial transition (MET) (Figure S3A). The reversion of EMT in the Bel7402-miR-26b-5p and SMMC-miR-26b-5p cells was also associated with elevated expression of E-cadherin and the reduced expression of vimentin (Figure 2C and 2D).

EMT has been indicated as a key step in initiating cancer cell migration [5]. Therefore, the migration potential of the Bel7402-miR-26b-5p and SMMC-miR-26b-5p cells was examined using transwell migration and invasion assays *in vitro*. The results indicated that stable overexpression of miR-26b-5p significantly alleviated the migration and invasion abilities of the Bel7402 and SMMC cells *in vitro* (Figure 3A). These data indicated that over-expression of miR-26b-5p in HCC with mesenchymal phenotypes inhibited EMT, thus impairing migration and invasion abilities.

**Figure 3:**
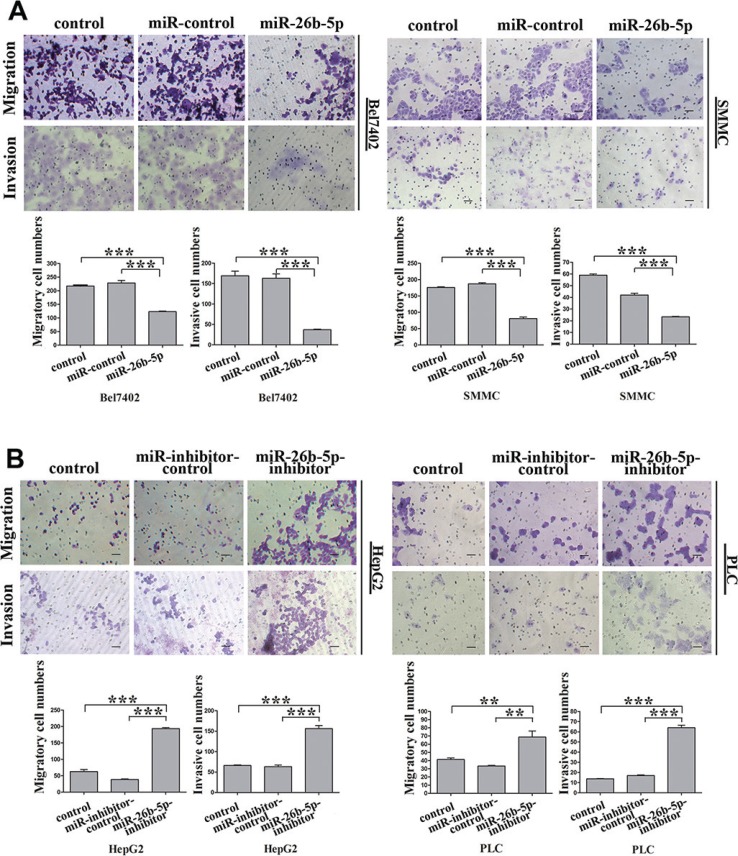
miR-26b-5p alleviates migration and invasion abilities of epithelial HCC cells (**A, B**) Transwell migration and invasion assays with the Bel7402-miR-26b-5p and SMMC-miR-26b-5p cells (A) and HepG2-miR-26b-5p-inhibitor and PLC-miR-26b-5p-inhibitor cells (B). Scale bar represents 50 μm. Migrated cells were plotted as the average number of cells per field of view from three different experiments, as described in the Methods. Original magnification: 200×. Error bars represent SD and *P < 0.05, **P < 0.01, ***P < 0.001.

HepG2 and PLC cells possess an epithelial phenotype, but following the silencing of miR-26b-5p in HepG2-miR-26b-5p-inhibitor or PLC-miR-26b-5p-inhibitor cells, striking morphological changes consistent with the induction of EMT were observed (Figure S3A). The reduced expression of E-cadherin and the upregulation of vimentin were also observed (Figure 2C and 2D). Furthermore, a significant increase in cell migration and invasion was observed following transfection of p-miR-26b-5p-inhibitor into HepG2 and PLC cells (Figure 3B).

### Stable over-expression of miR-26b-5p suppresses adhesion and colony formation *in vitro* and tumorigenicity *in vivo*

EMT program induction follows a well-coordinated process that includes several steps. High cell-matrix interaction is one important step in this program. *In vitro*, cell adhesion assays have emerged as useful tools to evaluate the impact of cell-matrix interaction. Therefore, we evaluated Bel7402-miR-26b-5p and SMMC-miR-26b-5p cells, HepG2-miR-26b-5p-inhibitor, and PLC-miR-26b-5p-inhibitor cells for their adhesion abilities. It was observed that expression of miR-26b-5p suppressed cell adhesion by 49% and 70%, respectively, in Bel7402 and SMMC7721 cells. Inhibition of miR-26b-5p enhanced cell adhesion by 0.86- and 1.14-fold, respectively, in HepG2 and PLC (Figure 4A). This suggests that miR-26b-5p may play an important role in regulating the adhesive traits of HCC cells by reversing EMT.

**Figure 4:**
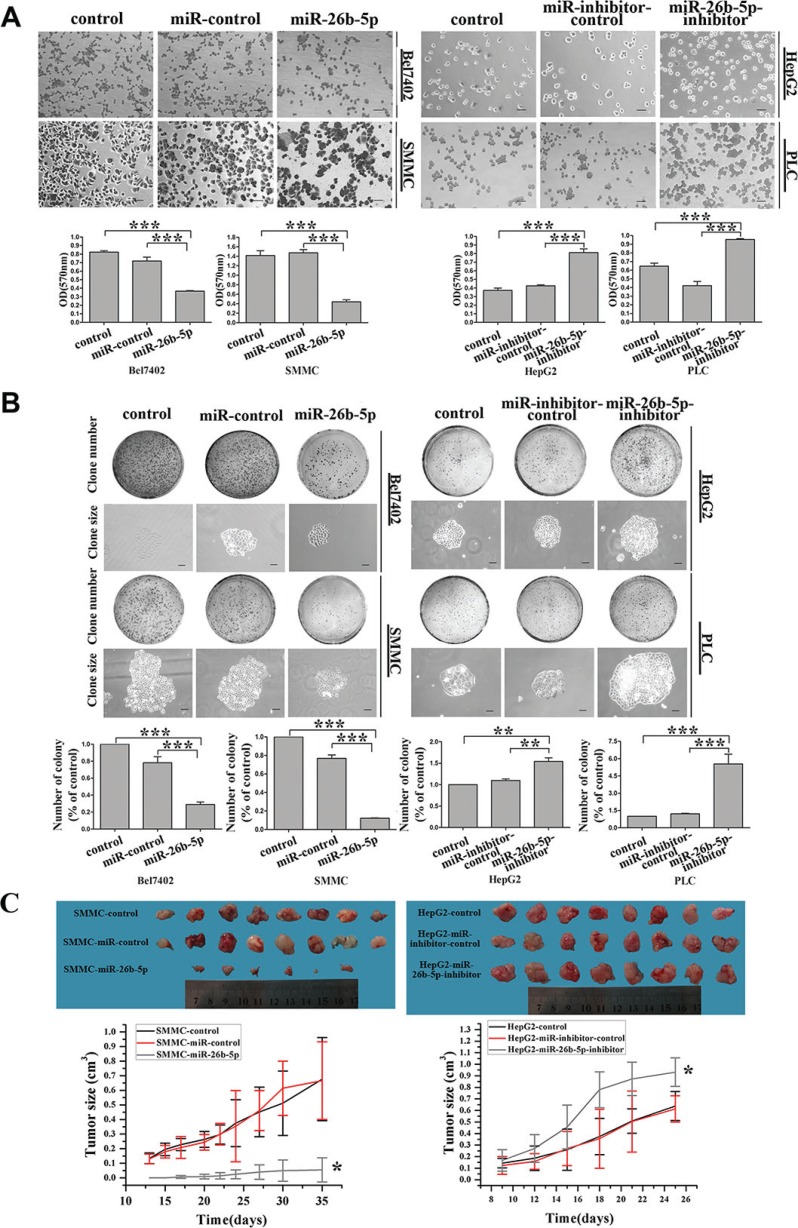
Stable over-expression of miR-26b-5p suppresses adhesive and colony formation abilities *in vitro* and tumorigenicity *in vivo* (**A, B**) Effects of miR-26b-5p on cell adhesion and colony formation of cancer cell lines. Representative results for cell adhesion (A) and colony formation (B) of miR-26b-5p-transfected Bel7402 and SMMC7721 cells and miR-26b-5p-inhibitor-transfected HepG2 and PLC cells. The results were reproducible in three independent experiments. (**C**) SMMC7721 and HepG2 cells (stably transfected with P-miR-26b-5p, P-miR-26b-5p-inhibitor, and their control vectors) were subcutaneously suspended for each mouse. Tumor sizes and growth curves in the treatment and control groups. Error bars represent SD and *P < 0.05, **P < 0.01, ***P < 0.001. Original magnification: 200×, SMMC and HepG2 cells colony formation assay (100×).

Next, the capacity for colony formation was evaluated on the cell lines listed above. Interestingly, HepG2-miR-26b-5p-inhibitor and PLC-miR-26b-5p-inhibitor cells generated 2~3-fold more and larger colonies than the corresponding control cells, while Bel7402-miR-26b- 5p and SMMC-miR-26b-5p cells demonstrated opposite results (Figure 4B). These data indicate a growth-inhibitory role for miR-26b-5p *in vitro*.

We further investigated the effects of miR-26b-5p on the tumor growth and metastatic potential of HCC cells using an subcutaneous xenograft tumor model *in vivo*. Five weeks after injection, fewer tumors (75%) were observed in the flanks injected with miR-26b-5p-transfected SMMC7721 cells compared with tumors that appeared at the sites injected with miR-control transfectants in 8 out of 8 (100%) mice. The tumors became palpable 13 to 20 days after inoculation and grew to 22 to 278 mm^3^ by the end of observation (28 days) (Figure 4C). However, miR-26b-5p-inhibitor-transfected HepG2 cells all produced tumors by 10 days after injection, whereas miR-26b-5p-inhibitor-control transfectants produced tumors (mean sizes of 666 to 676 mm^3^ by the end of observation) in all mice (Figure 4C) 9 to 11 days after inoculation. These results indicate that the introduction of miR-26b-5p significantly inhibited tumorigenicity in a nude mouse xenograft model.

Collectively, these findings indicate that miR-26b-5p inhibits both adhesion, colony formation *in vitro* and tumorigenicity *in vivo*.

### SMAD1 is identified as a downstream target of miR-26b-5p

To elucidate the molecular mechanisms by which miR-26b-5p regulates EMT in HCC, we employed several computational algorithms [10] to identify the potential functional targets of miR-26b-5p. Potential target genes of miR-26b-5p were first predicted using databases, including TargetScan, PicTar, and miRanda (Table S4). Among them, SMAD1 was chosen for further experimental validation, not only because it was identified as a target of miR-26b-5p by all three databases, but also due to its well-known importance in both tumor metastasis and EMT. Dual-luciferase reporter analysis showed that expression of miR-26b-5p significantly inhibited the activity of luciferase that carried wildtype but not mutant 3′-UTR of SMAD1 (Figure 5A and 5C), indicating that miR-26b-5p may suppress gene expression through its binding sequence at 3′-UTR of SMAD1. Moreover, introduction of miR-26b-5p in Bel7402 and SMMC diminished the expression of SMAD1 protein, not the expression of SMAD1 mRNA. In comparison, protein expression, not mRNA expression of SMAD1 was significantly increased in HepG2-miR-26b-5p-inhibitor and PLC-miR-26b-5p-inhibitor cells (Figure 5B). These findings indicate that miR-26b-5p may negatively regulate the expression of SMAD1 by directly targeting its 3′-UTR and SMAD1 was indeed a direct downstream target of miR-26b-5p.

**Figure 5:**
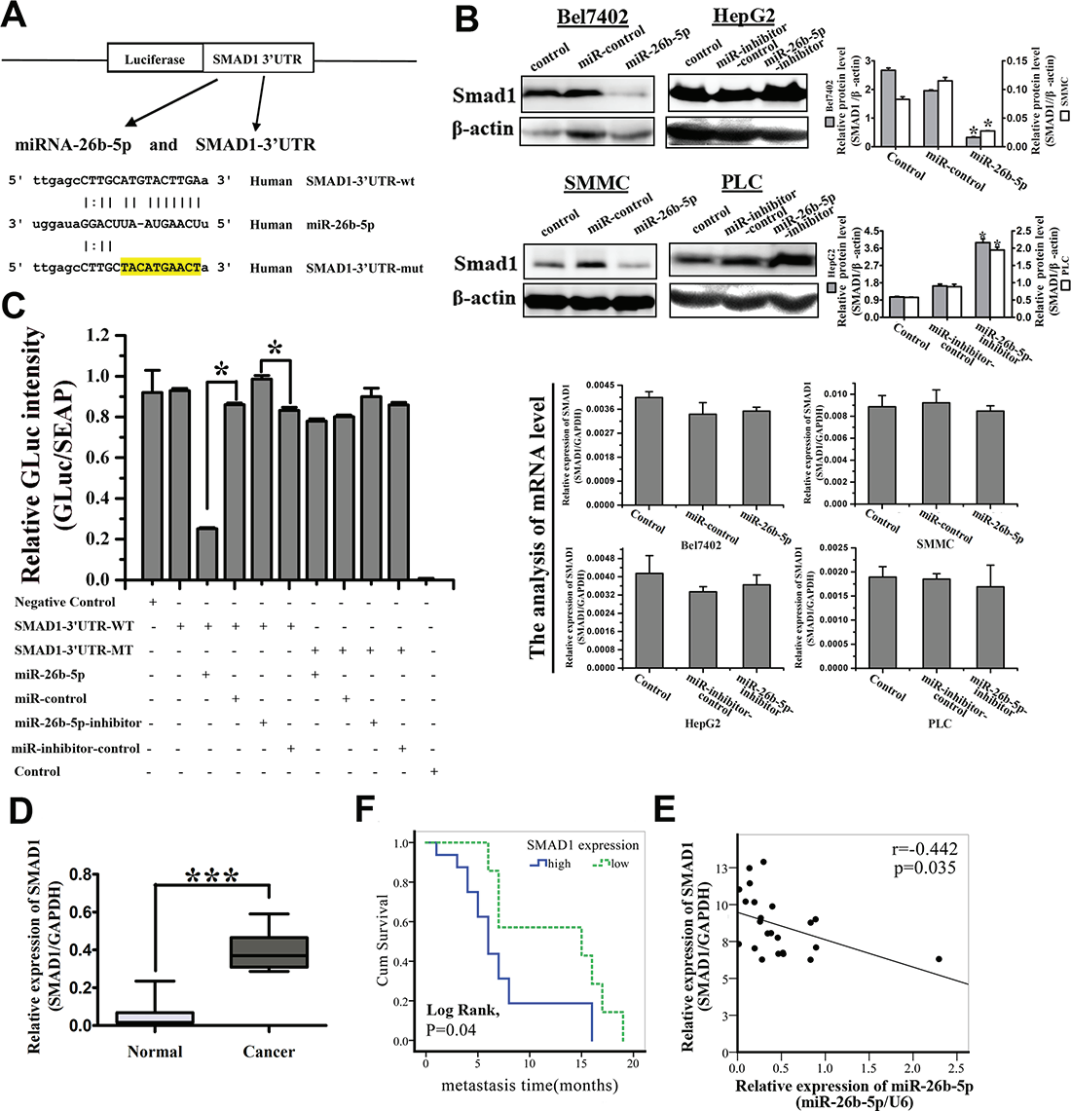
SMAD1 is identified as the functional downstream target of miR-26b-5p and is upregulated in HCC samples (**A**) Sequence alignment of human miR-26b-5p with the 3′-UTR of SMAD1. The seed sequence of miR-26b-5p (middle) matches the 3′-UTR of SMAD1 (top). Bottom, mutation of the 3′-UTR of SMAD1 in the mutant luciferase reporter construct. (**B**) Western blotting (upper panel) and qRT-PCR analysis (lower panel) of SMAD1 expression in P-miR-control- and P-miR-26b-5p-transfected Bel7402 and SMMC7721 cells (left) and P-miR-inhibitor-control and P-miR-26b-5p-inhibitor-transfected HepG2 and PLC cells (right). (**C**) Effects of co-transfection of P-miR-26b-5p with wild-type (wt) and mutant (mut) pGLuc/SEAP-SMAD1 constructs into 293T cells as determined by a dual luciferase assay. Details are described in the Methods. The bar graph shows the mean ± SD in three independent transfection experiments. *P < 0.05. (**D**) The expression of SMAD1 in the same 23 paired HCC tissue samples studied in Figure 1. ***P < 0.001. (**E**) Pearson correlation analysis shows a significant inverse correlation between miR-26b-5p expression levels and SMAD1 mRNA levels in human HCC specimens (*P* = 0.035, *r* = −0.442). The results shown represent the mean ± SD from three independent experiments. *P < 0.05. (**F**) Expression of SMAD1 was associated with the recurrence and metastasis within the short time of patients with HCC (Log Rank, *P* = 0.04). The average expression value obtained for SMAD1 of the 23 samples studied by qRT-PCR was chosen as the cut-off point for survival analysis using the Kaplan-Meier method.

Finally, to examine the pathological relevance of this interaction, the expression of SMAD1 was further validated by qRT-PCR in the previous cohort of 23 paired HCC tissues. SMAD1 was demonstrated to be significantly upregulated in HCC samples compared with adjacent histologically normal liver samples (*P* < 0.01) (Figure 5D). The expression of miR-26b-5p and SMAD1 were highly inversely correlated (*P* = 0.035, *r* = −0.442) (Figure 5E). High SMAD1 expression was significantly associated with comparatively early recurrence and metastasis of HCC (Figure 5F). Patients with high expression of SMAD1 had poor prognoses. The data indicate that down-regulation of miR-26b-5p may be responsible for the increased levels of SMAD1 in human HCC tissues, which in turn promotes invasion and metastasis of HCC. Therefore, over-expression of miR-26b-5p inhibits the expression of SMAD1 in HCC cells and high SMAD1 expression correlates with poor prognosis of HCC disease.

### Re-expression of SMAD1 partially abrogated miR-26b-5p-mediated EMT suppressive effects and metastasis suppression

If SMAD1 indeed acts as a functional target of miR-26b-5p, reintroduction of SMAD1 into miR-26b-5p-expressing cells should be able to antagonize the effects of miR-26b-5p. To test this hypothesis, Bel7402-miR-26b-5p cells were transfected with plasmids carrying mutant-type SMAD1 (p-SMAD1-mut), to avoid the influence of the miRNA, into Bel7402-miR-26b-5p cells. Re-expression of SMAD1 in Bel7402-miR-26b-5p cells, as confirmed by qRT-PCR analysis (Figure S2A), induced a dramatic morphological change in the Bel7402-miR-26b-5p cells (Figure S2B), implicating EMT. The induction of EMT observed with p-SMAD1-mut in Bel7402-miR-26b-5p cells was associated with the downregulation of E-cadherin and the increased expression of vimentin (Figure 6A and 6B).

**Figure 6:**
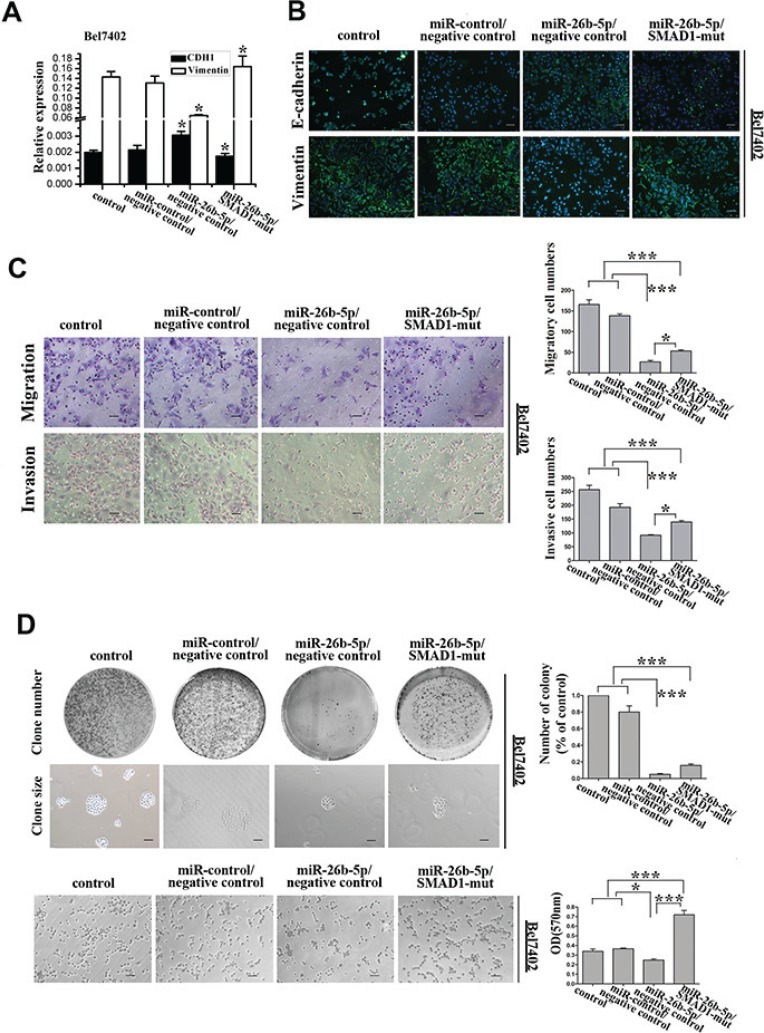
Re-expression of SMAD1 partially rescued miR-26b-5p-mediated EMT, cell migration and invasion abilities in Bel7402-miR-26b-5p cells (**A**) qRT-PCR analysis of the expression of the epithelial protein E-cadherin and the mesenchymal protein vimentin in SMAD1-transfected Bel7402-miR-26b-5p cells. GAPDH was used as a loading control. (**B**) Expression of E-cadherin, vimentin, and DAPI following transfection of SMAD1 into Bel7402-miR-26b-5p cells was analyzed by confocal microscopy. The green signal represents staining for E-cadherin (upper panel) and vimentin (lower panel). Nuclear DNA was detected by staining with DAPI. Scale bar represents 50 μm. (**C**) The migratory properties of the stably transfected cells following the re-expression of SMAD1 in Bel7402-miR-26b-5p cells were analyzed in transwell migration and invasion assays (left). Migrated cells were plotted as the average number of cells per field of view from three different experiments (right), as described in the Methods. (**D**) The colony formation and cell adhesion assays were used to analyze colony formation and cell adhesion abilities. Original magnification: 200×. Scale bar represents 50 μm. The results are summarized in the bar graph. Error bars represent SD and asterisks denote statistical significance < 0.05. ***P < 0.001.

Consistent with these above results, the restoration of SMAD1 inhibited the miR-26b-5p-suppressed migration, invasion, colony formation and cell adhesion (Figure 6C and 6D). These results phenocopied those observed with reduced miR-26b-5p expression.

It is noteworthy that the SMAD1 overexpressing cells exhibited an EMT phenotype and increased aggressiveness compared with the other cells due to the higher expression of SMAD1 in these cells. Taken together, these findings show that SMAD1 reintroduction could partially rescue miR-26b-5p-mediated EMT, cell migration and invasion suppression in HCC cells, suggesting that SMAD1 is a functional mediator of miR-26b-5p in HCC cells.

### MiR-26b-5p inactivates the BMP4/Smad1 pathway and exerts its functions by targeting SMAD1

To avoid the possible influence of endogenous Twist1 and Smad1, HepG2 and MHCC97L cell lines with medium Twist1 and SMAD1 expression compared with other HCC cell lines (Figures 2B, 7A) were selected. In these two cell lines, we reconfirmed that miR-26b-5p and SMAD1 affected EMT, cell migration, invasion, and adhesion.

**Figure 7:**
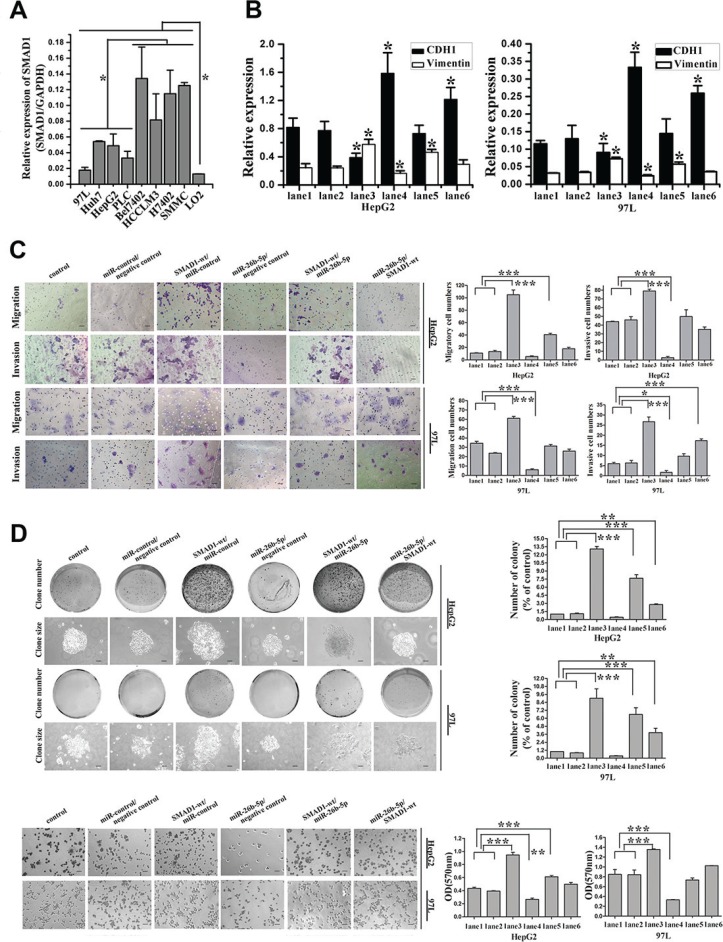
MiR-26b-5p and SMAD1 affect HCC cell migration and invasion by way of regulation of EMT in HepG2 and MHCC97L cells (**A**) Expression of SMAD1 was studied in liver cancer cell lines by qRT-PCR. The protein expression of SMAD1 was studied in liver cancer cell lines by Western blot as in Figure 2B. (**B**) qRT-PCR analysis of the expression of E-cadherin and vimentin in SMAD1 or miR-26b-5p transfected HepG2 and MHCC97L cells. (**C**) The migratory properties of the stably transfected cells following the re-expression of SMAD1 in HepG2 and MHCC97L cells were analyzed by transwell migration and invasion assays. (**D**) Reintroduction of miR-26b-5p antagonized the cell adhesion and colony formation abilities of SMAD1. In (B), (C) and (D), HepG2 and MHCC97L cells were cotransfected with control (lane 1), miR-control/negative control (lane 2), SMAD1-wt/miR-control (lane 3), miR-26b-5p/negative control (lane 4), SMAD1-wt/miR-26b-5p (lane 5), and miR-26b-5p/SMAD1-wt (lane 6). Original magnification: 200×, scale bar represents 50 μm. Colony formation assay (100×), scale bar represents 100 μm. Error bars represent SD and *P < 0.05, **P < 0.01, ***P < 0.001.

First, due to increased miR-26b-5p or the overexpression of SMAD1, or the co-overexpression of miR-26b-5p and SMAD1, a switch in cellular shape between spindle- and fibroblast-like morphologies and the cobblestone-like appearance of epithelial cells was observed (Figure S3B). To determine whether the typical molecular alterations of EMT occurred, we examined the protein and mRNA expression of E-cadherin and vimentin in transfected HepG2 and MHCC97L cells. Interestingly, E-cadherin mRNA expression was up-regulated by 0.9-fold and 1.9-fold whereas vimentin was down-regulated by 31.8% and 23.7% in HepG2 and MHCC97L cells, respectively, following the upregulation of miR-26b- 5p. Additionally, opposing results were observed when SMAD1 was overexpressed (Figure 7B). Moreover, in these two transfected HCC cells, cell migration, invasion, colony formation ability and adhesion ability were enhanced by the overexpression of SMAD1 (Figure 7C, 7D). The increase in miR-26b-5p exerted opposing changes in these assays. The results of qRT-PCR and functional assays fell in between when both miR-26b-5p and SMAD1 were upregulated. These data suggested that miR-26b-5p and SMAD1 influenced the migratory and invasive behaviors of HCC cells by regulating the EMT process.

Smads have been reported to be the central mediators of TGFβ and BMP signaling, which promote tumor invasion and metastasis [11, 12]. Smad1 has been demonstrated in BMP signaling [13–18]. Previous studies have also shown that BMP4 can induce EMT in human cancer cells [19, 20] and that SMAD1 participates in the BMP4-induced EMT process [21, 22]. To evaluate whether the over-expression of miR-26b-5p leading to the downregulation of SMAD1 may inactivate the BMP4 pathway, the expression of BMP4 in the different groups was studied. As expected, downregulation of BMP4 mRNA and protein levels was observed in the miR-26b-5p/negative control (lane 4), SMAD1-wt/miR-26b-5p (lane 5), and miR-26b-5p/SMAD1-wt (lane 6) groups (Figures 8A, 9). The western blot analysis of knockdown of SMAD1 with shRNA in HepG2 and 97L revealed that BMP4 was decreased by downregulation of SMAD1 (Figure S4B and S4C). The results of both overexpression miR-26b-5p and ectopically rescuing expression of SMAD1-mut in Bel7402 showed that the overexpression of SMAD1-mut (Figure S2C) rescued miR-26b-5p-mediated decrease of BMP4 expression. Additionally, the levels of E-cadherin and vimentin in the different groups indicated that miR-26b-5p could inhibit the SMAD1-induced EMT program by downregulating SMAD1 expression (Figure 7B). We further analyzed the expression of EMT-related transcription factors (EphA2, Wnt5α, β-catenin, Snail, Slug, and SIP1/ ZEB2). The data indicated that the levels of EphA2, Wnt5α and SIP1 were not significantly changed in different groups; the expression of β-catenin, Snail, and Slug, was highest in SMAD1-wt/miR-control group, was lowest in miR-26b-5p/negative control group, and in miR-26b-5p/SMAD1-wt group, fell in between (Figures 8A, 9).

**Figure 8:**
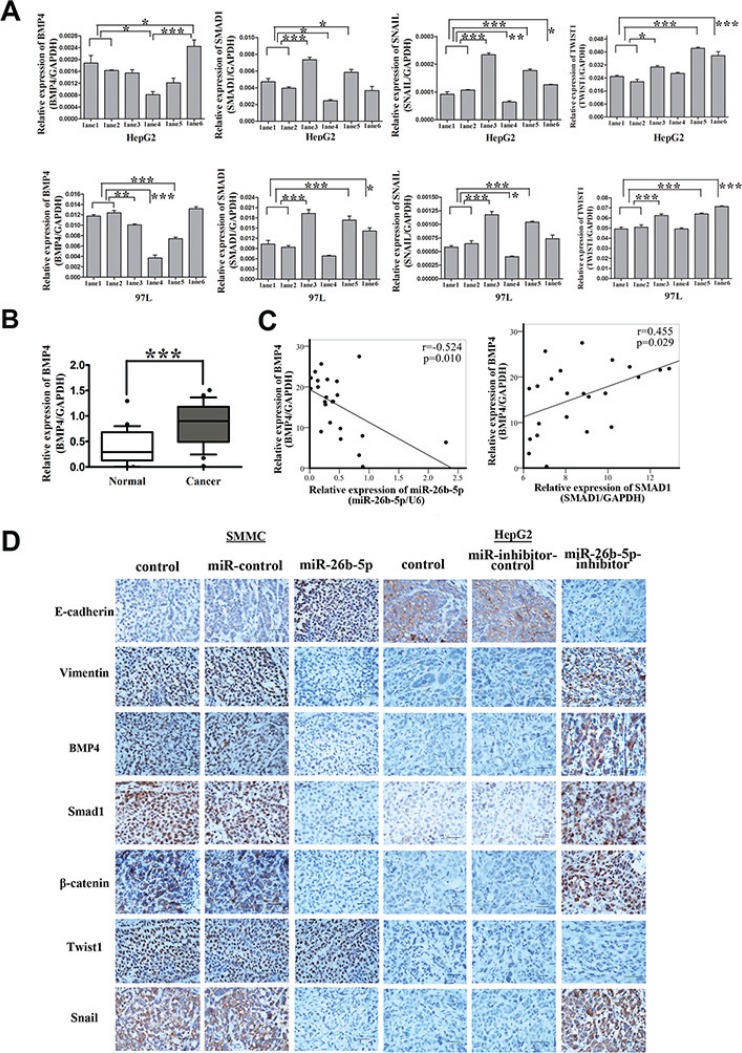
Over-expression of miR-26b-5p inactivates the BMP4/Smad1 pathway to regulate EMT and metastasis by targeting SMAD1 in HCC cells (**A**) qRT-PCR analysis of the expression of BMP4, SMAD1, Snail and Twist1 in SMAD1, miR-26b-5p transfected HepG2 and 97L cells as in Figure 7B. The loading control was GAPDH. (**B**) The expression of BMP4 in the same 23 paired HCC tissue samples studied in Figure 1C. (**C**) Pearson correlation analysis shows a significant inverse correlation between miR-26b-5p expression levels and BMP4 mRNA levels (*P* = 0.01, *r* = −0.524), a significant positive correlation between SMAD1 expression levels and BMP4 mRNA levels (*P* = 0.029, *r* = 0.455) in human HCC specimens. The results shown represent the mean ± SD from three independent experiments. (**D**) Expression levels of EMT-associated markers (E-cadherin, vimentin, BMP4, Smad1, β-catenin, Snail, and Twist1) in engrafted mouse HCC samples in Figure 4C. Original magnification: 400×. Scale bar represents 50 μm. *P < 0.05, **P < 0.01, and ***P < 0.001.

**Figure 9:**
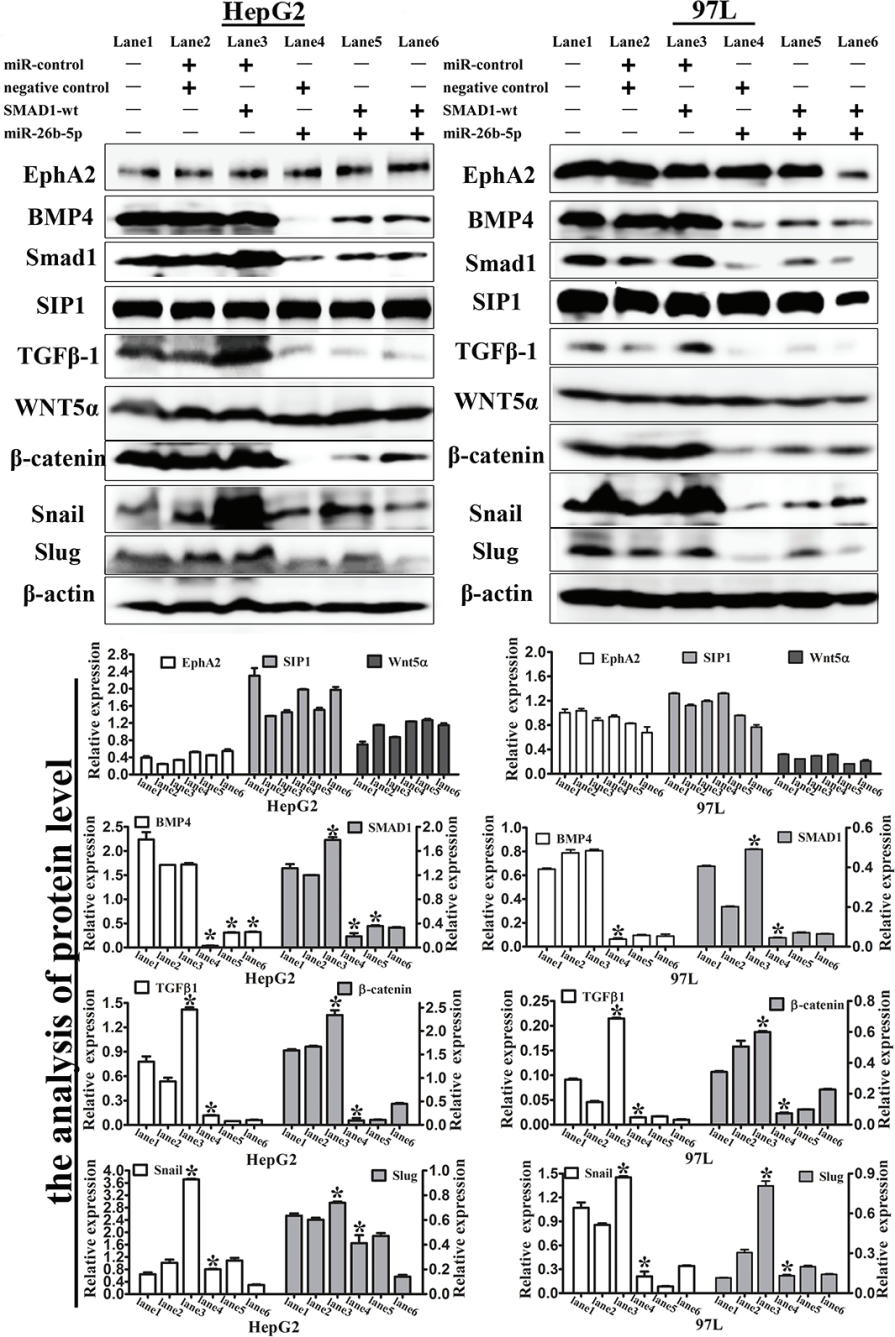
Expression levels of EMT-associated markers in the transfected HepG2 and 97L cells Western blot analysis of the expression of EphA2, BMP4, SMAD1, SIP1, TGFβ1, Wnt5α and β-catenin, Snail, and Slug in SMAD1 or miR-26b-5p transfected HepG2 and 97L cells as in Figure 7B (lane 1: control, lane 2: miR-control/negative control, lane 3: SMAD1-wt/miR-control, lane 4: miR-26b-5p/negative control, lane 5: SMAD1-wt/miR-26b-5p, and lane 6: miR-26b-5p/SMAD1-wt). β-actin was used as a loading control. *P < 0.05.

The expression of BMP4 was further validated by qRT-PCR in the previous cohort of 23 paired HCC tissues. BMP4 was demonstrated to be significantly upregulated in HCC samples (*P* < 0.01) (Figure 8B). The expression of miR-26b-5p and BMP4 were highly inversely correlated (*P* = 0.01, *r* = −0.524) and there is a significant positive correlation between SMAD1 expression levels and BMP4 mRNA levels (*P* = 0.029, *r* = 0.455) (Figure 8C).

Moreover, we also explored the expression of E-cadherin, vimentin, BMP4, Smad1, β-catenin, Snail, and Twist1 in xenograft mouse models. The results phenocopied the above observations, compared with the controls (Figure 8D, S5).

All together, our data imply that BMP4/Smad1 signaling can be inhibited through SMAD1 repression by miR-26b-5p, thus suppressing EMT, tumor invasion and metastasis.

## DISCUSSION

Here, we demonstrated that there is an important regulatory axis present in certain situations, such as tumor initiation and metastasis, involving high levels of Twist1 binding to miR-26b-5p to downregulate miR-26b-5p expression, resulting in less SMAD1 suppression, inactivation of BMP4/Smad1 signaling, and the promotion of EMT, ultimately contributing to tumor progression in HCC.

The deregulation of miRNAs in HCC and the EMT program has been demonstrated in many reports [6]. Twist1, as an important inducer of EMT and tumor metastasis, is associated with invasion and short survival in HCC patients [7, 23] and has been reported by several groups in HCC patients on GEO database (http://www.ncbi.nlm.nih.gov/geo/). Recent studies have shown that some miRNAs [24–28] can regulate Twist1 or be regulated by Twist1 in human cancers. However, miRNAs that play specific roles in Twist1-induced EMT of HCC have not been well documented. In this study, using microarrays and ChIP-seq technology to analyze Twist1 directly binding to miRNAs, miR-26b-5p drew our attention. Twist1 could directly bind to the promoter region of MIR-26B (Figure 1B). miR-26b-5p is one member of the mature miR-26b family. The miR-26 family is composed of miR-26a-1, miR-26a-2 and miR-26b located on chromosomes 3, 12 and 2, respectively. miR-26 regulates numerous target genes simultaneously and its role is completely different in certain tumors. In glioma, miR-26a has been found overexpressed in a subset of high-grade gliomas and directly targets the PTEN transcript [29]. However, the low expression of miR-26b has been found in glioma cells, and its level is inversely correlated with the grade of glioma [30]. 

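miR-26a-5p and miR-26b-5p belong to one family of tumor-suppressing miRNAs and share the same seed. The target sequences printed for their probes were UUCAAGUAAUCCAGGAUAGGCU (22 nt) for miR-26a-5p and UUCAAGUAAUUCAGGAUAGGU (21 nt) for miR-26b-5p. Compared position by position without gaps over 21 nt, they differ at 2 positions, C11U and C21U, counted from 1 at the 5′ end with the base of miR-26a-5p first. In the human RefSeq annotation, MIR26A1 lies within CTDSPL, MIR26A2 within CTDSP2 and MIR26B within CTDSP1. These host genes encode related small phosphatases that act on the C-terminal domain of RNA polymerase II. The array had 1 probe for miR-26a-5p, which reads the product of both MIR26A genes. Its normalized intensity was 4767 in HepG2-vector, 5420.0 in HepG2-Twist1, 5944 in HepG2-Twist1/Bcl-2 and 8006 in HepG2-Bcl-2, each from 1 sample. After quantile normalization between the arrays the values were 4769, 5422, 6322 and 8514 in the same order. The first 2 lines were on array 1 and the last 2 on array 2, so Bcl-2 and array cannot be told apart.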

The mature miRNA of miR-26a-1 and miR-26a-2 possesses the same sequence, with the exception of two different nucleotides in mature miR-26b. Thus, the miR-26 family, in part, has similar function, and is consistently down-regulated in a wide range of malignant tumors, including HCC. In HCC, miR-26a has been found to induce a G1 arrest and increase tumor-specific apoptosis [31]. Li et. al. have observed that miR-26b inhibited cell migration and invasion through targeting EphA2 [32]. Additionally, Shen et. al. noted that miR-26b inhibited EMT and acts as tumor suppressor by negatively regulating USP9X in HCC [33]. The low expression of miR-26 is closely related with short overall survival of HCC patients [33–37]. Our clinical data suggested that miR-26b-5p expression was markedly decreased in HCC tissues. Furthermore, downregulation of miR-26b-5p in a panel of liver cancer cells and HCC patients was associated with a more prominent EMT phenotype and poorer prognosis. These clinical observations corroborated well with the *in vitro* and *in vivo* findings reported in the present manuscript using experimental animals and human HCC cell lines. All of the above observations indicate that low levels of miR-26b-5p correlates with Twist1-induced EMT.

By examining the expression of Twist1-related miRNAs between HLME and HLME Twist1-inducible cells after 4 and 12 days of Twist1 induction, an earlier study reported that Twist1-induced miR-424 reversibly drives mesenchymal programming [28]. Instead of the regulation of transient Twist1-induced EMT described above, we used stably Twist1-tranfected HepG2 cells as the treated group in a microarray analysis. Our microarray results showed that miR-424 expression was statistically insignificant (*P* = 0.5856615). Thus, miR-26b-5p, a Twist1 directly-related miRNA, exerts a steady and exclusive role in the EMT program.

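miR-424-5p, which takes part in cell cycle control and differentiation, showed no difference between HepG2-Twist1 and HepG2-vector beyond the spread of its spots. Its normalized intensity was 64.2 in HepG2-vector and 55.2 in HepG2-Twist1, a log2 ratio of -0.12 ± 0.20 (SD of 3 repeat spots, 1 sample per line). The other arm, miR-424-3p, was at 38.6 and 41.1, a log2 ratio of 0.04 ± 0.10. The methods' t-test between the repeat spots gave 0.562 for miR-424-5p and 0.72 for miR-424-3p. MIR503 is the nearest miRNA gene to MIR424, and its product miR-503-5p was at 0.02 ± 0.11. Of the other cluster members, miR-450b-5p was at 0.58 ± 1.00, and miR-450a-5p, miR-542-3p and miR-542-5p did not reach the minimum in either line. On array 2 miR-424-5p was below the minimum in HepG2-Twist1/Bcl-2 and well above it in HepG2-Bcl-2. Both arms of miR-424 lay close to the minimum on array 1, where small ratios are not resolved. In the authors' normalized values the ratio of miR-424-5p was -0.55, and with no normalization it was -1.06, where the methods' t-test gave 0.0067 for miR-424-5p and 0.00258 for miR-424-3p.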

EMT is a complex and multi-step program. Cell adhesion, migration, invasion, and proliferation are involved in the EMT process and correlate with tumor metastasis. Therefore, the corresponding functional experiments were performed to explore the possible biological significance of miR-26b-5p in EMT. The results were consistent with our hypothesis that miR-26b-5p impairs these abilities *in vitro*. miR-26b-5p significantly weakened the cell-matrix adhesion both in Bel7402 and SMMC7721 cells. Such activity may diminish the migration and invasion of HCC cells from primary loci and may also result in decreased numbers of HCC cells that colonize target tissues. Based on xenograft mouse models, tumors derived from miR-26b-5p transfectants are obviously smaller than those of the control group. This growth -inhibitory role of miR-26b-5p may result from decreased proliferation. Accordingly, the tumorigenic ability of HCC is suppressed by miR-26b-5p *in vivo*.

SMAD1 has been identified as the putative target for miR-26b-5p using several different miRNA target prediction programs and experimental validation. Our data clearly indicate that miR-26b-5p directly represses invasion and tumor metastasis by inhibiting SMAD1. This conclusion is based on the following evidence. First, miR-26b-5p overexpression significantly decreases the expression of SMAD1 at the protein level in HCC cells. Second, a Dual Luciferase Reporter Assay showed that miR-26b-5p could directly bind to the 3′-UTR of the SMAD1 mRNA. Third, SMAD1 expression is significantly upregulated in HCC tissues, and this up-regulation is strongly correlated with the down-regulation of miR-26b-5p. Fourth, restoration of SMAD1 antagonizes the function of miR-26b-5p. These results indicate that miR-26b-5p directly bind to SMAD1 and down-regulates its expression in HCC.

There are many reports of Smad1 in cancers and its association with advanced cancer stage and metastasis [38–40]. Its expression in HCC patients has been reported by several groups on GEO database (http://www.ncbi.nlm.nih.gov/geo/). In our research, SMAD1 was significantly associated with the early recurrence and metastasis of HCC (Figure 5F) and enhanced cell invasion, migration and cell adhesion, which was the inverse of the functions of miR-26b-5p in HCC cells. A previous study also indicated that SMAD1 participates in the EMT process [22], and the morphologies of the Bel7402 and HepG2 cells changed after the alteration of miR-26b-5p or SMAD1 expression (Figure S3). We speculated that miR-26b-5p and SMAD1 correlate with the EMT process in HCC. As expected, down-regulation of miR-26b-5p or up-regulation of SMAD1 promoted the EMT phenotype. In other words, SMAD1 can increase, whereas miR-26b-5p can suppress, HCC cell migration and invasion by the EMT process. HCC cells with weakened miR-26b-5p or enhanced SMAD1 expression acquire a high adhesive ability. When miR-26b-5p is upregulated, the expression levels of SMAD1 are down-regulated accordingly, and the promotion of the EMT process is relieved. All data indicate that SMAD1 is involved in miR-26b-5p-suppressed EMT process.

SMAD1 belongs to the BMP superfamily of ligands and is involved in complex cell signaling [14–18]. We further explored the pathway by which miR-26b-5p and SMAD1 exert their functions in HCC. The changes in BMP4 expression are very interesting. In the SMAD1-transfected group, BMP4 expression had no statistical significance compared with the control group. Previous experimental data have shown that BMP4 was decreased by downregulation of SMAD1 (Figure S2C, S4B and S4C). However, BMP4 expression in the miR-26b-5p-upregulated group was lower than that in the control group. This indicates that ectopic overexpression of SMAD1 does not increase BMP4 expression and the restoration of SMAD1-mut rescued the miR-26b-5p-suppressed BMP4 expression. A study has shown that PDGF-AA promotes mesenchymal stem cells migration via the BMP-Smad1/5/8-Twist1/Atf4 axis and Twist1 plays the role as a downstream factor of Smad1 [41]. Our data indicated that ectopic overexpression of SMAD1 increases Twist1 expression and when the downregulation of endogenous overexpression of SMAD1 by upregulation of miR-26b-5p expression occurred, Twist1 expression was obviously upregulated (Figure 8A). According to the above study, Twist1 could play its role as a downstream factor of Smad1 and a double-positive feedback loop may exist between SMAD1 and Twist1. As Twist1 directly binds to promoter regions of MIR-26B (Figure 1B) to downregulate miR-26b-5p expression, and SMAD1 has been identified as the target for miR-26b-5p, miR-26b-5p may be an important part in this loop. This hypothesis needs further evidence to be confirmed. Wnt/β-catenin signaling functions upstream of BMP4, and β-catenin can activate the promoters of BMP4 [38]. Thus, in our study, the changes in β-catenin expression were not induced by the activation of Wnt/β-catenin signaling, and β-catenin may be only an EMT-related transcription factor. As we previously stated, SMAD1 has been shown to be present at the crossroads of multiple signaling pathways, such as TGFβ signaling, BMP signaling, Wnt/β-catenin signaling, and others [42–44]. Changes in TGFβ1 expression confirmed the existence of this crossroads in our study. Various publications have shown that BMP-activated Smad signaling is very important for migratory processes. In HCC, BMP4 expression levels are increased and important for carcinogenesis [45, 46]. In our research, BMP4 expression was upregulated in HCC samples. This is consistent with earlier research results. Snail is well known as an EMT inducer and promotes metastatic and tumorigenic abilities. Smad1 as an upstream factor regulates Snail-induced PI-3 kinase/Akt and Nanog expression [47]. Taken together, miR-26b-5p primarily inhibits BMP4/Smad1 signaling by down-regulating SMAD1 expression, thus demonstrating its indispensable role. The results from xenograft mouse models partially phenocopied the above observations, compared with controls.

Additionally, another study found that Slug is a direct transcription target of Twist1 in the repression of E-cadherin during EMT, and these two transcription factors cooperatively promote EMT in human breast tumors [48]. In our study, due to miR-26b-5p up or downregulation, Twist1 expression demonstrated no significant change between the treatment group and control group (Figure S4). Nevertheless, down-regulation of miR-26b-5p or up-regulation of SMAD1 could enhance Slug expression. Moreover, in the microarray analysis, Slug was excluded from miR-26b-5p potential targets. All of the observations indicate that Slug may be only a downstream factor of Smad1 in this study.

In summary, we found that miR-26b-5p deregulation correlates with Twist1-induced EMT. The overexpression of miR-26b-5p inhibited EMT, migratory and invasive abilities, and adhesion by inactivating the BMP4/Smad1 signaling pathway through the downregulation of SMAD1. These results may provide novel prognostic and predictive factors for HCC disease and the design of novel miRNA-based therapeutic strategies against HCC.

## MATERIALS AND METHODS

### Cell culture and transfection

The following cell lines were obtained from the American Type Culture Collection and from Zhongshan Hospital Affiliated to Fudan University (Shanghai, China) in 2014: H7402, Bel7402, SMMC7721, HepG2, PLC, HCCLM3, MHCC97L, Huh7, LO2, and 293T. The various HCC cell lines were cultured in Dulbecco's modified Eagle's medium (DMEM) (Hyclone) with 10% fetal bovine serum (Hyclone). Vectors were transfected into cells via percutaneous ethanol injection (Polysciences, Inc., Cat #23966).

### RNA extraction and microarray analysis

Total RNA was extracted using Trizol reagent (Tiangen Biotech, Beijing, China), and miRNAs were obtained using the miRcute miRNA isolation kit (DP501) (Tiangen Biotech, Beijing, China). miRNA microarray was performed by a service provider (LC Sciences, Houston, TX, USA). The microarray data has been deposited on NCBI GEO database and the GEO number is GSE77501. miRNAs with *p*-values below a critical *p*-value (typically 0.01) were selected for further analysis. Data filtering removed miRNAs with (normalized) intensity values below a threshold value of 32 across all samples. Details of the analysis process were provided in the Supplementaryary materials and methods.

### Chromatin immunoprecipitation (ChIP) assay

Detailed procedures for ChIP assay were described in detail in the Supplementaryary materials and methods. Antibodies against Twist1 (SC-15393 X, Santa Cruz, USA), IgG (AB171870, Abcam, UK) were used in this experiment (5 μg). Antibody-protein-DNA complexes were isolated by immunoprecipitation with protein A agarose beads (GE Healthcare, UK). Following extensive washing, bound DNA fragments were eluted and analyzed by subsequent qRT-PCR. Primer sequences are listed in the Table S1.

### Clinical HCC specimens

Through the Tumor Tissue Bank of Tianjin Cancer Hospital, 23 paired tissue specimens were obtained from 23 patients who underwent hepatectomy for HCC in 2014. The diagnoses of these HCC samples were verified by pathologists. Detailed pathologic and clinical data were collected for all samples including Edmondson tumor grade and metastasis. The use of these tissue samples in this study was approved by the institutional research committee.

### Vector construction

Plasmid pcDNA3-Twist1 has been described. [23] The human pre-miR-26b-5p gene expression plasmid, miR-26b-5p gene expression inhibitor plasmid and the respective empty vector plasmids were purchased from GeneCopoeia (US). Puromycin is the stable cell line selection marker.

The target SMAD1-3′-untranslated region(UTR)-wild and SMAD1-3′UTR-mutant gene expression plasmids (p-SMAD1-3′UTR-wt and p-SMAD1-3′UTR-mut) were purchased from GeneCopoeia (US). The stable cell line selection marker is neomycin.

The small interfering RNA (siRNA) kit (pGP-SMAD1-shRNA) (defined as sh-SMAD1) was purchased from GeneCopoeia (US). Puromycin is the stable cell line selection marker.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

qRT-PCR was performed as previously described [49], using the primers listed in Tables S1, S2. PCR was conducted in a 7500HT Real-Time PCR System (Applied Biosystems, Foster City, CA). A U6 or GAPDH internal control was used as an endogenous control, and fold changes were calculated via relative quantification (2^−ΔCt^ or 2^−ΔΔCt^) [50].

For miRNA detection, a two-step quantitative RT-PCR reaction using the miRcute miRNA cDNA Synthesis Kit (KR201) and miRcute miRNA qPCR Detection Kit (SYBR Green) (FP401) (Tiangen Biotech, Beijing, China) according to the manufacturer's instructions was used. For mRNA detection, qRT-PCR was performed exactly as previously described [49].

### miRNA target prediction

The analysis of miR-26b-5p predicted targets was performed using TargetScan, PicTar, the miRanda algorithms and the complementary DNA (cDNA) microarray results for hepatocellular carcinoma in our previous study. The related functions of the targets were also considered in Kyoto Encyclopedia of Genes and Genomes (KEGG).

### Luciferase reporter assay

The 293T cells were transiently cotransfected with P-miR-26b-5p, P-miR-control, P-miR-26b-5p-inhibitor, P-miR-inhibitor-control, pGluc/SEAP-SMAD1–3′UTR-wt, pGluc/SEAP-SMAD1–3′UTR-mt, and pGluc/SEAP-vector. After 60 hours, the cell culture medium was collected and luciferase activities were analyzed by Secrete-Pair^™^ Dual Luminescence Assay Kits (GeneCopoeia^™^). The results were obtained from three independent experiments performed in duplicate.

### Western blot analysis

Protein extractions and western blot analyses were performed as described. [23] Blots were blocked and incubated with antibody (Table S3).

### Cell adhesion, colony formation and migration/invasion assays

For adhesion assay, transfected Bel7402, SMMC7721 (2.5 × 10^5^/well) or HepG2, and PLC (5 × 10^5^/well) cells were added into 96-well plates coated with Matrigel (0.2 mg/mL). The above transfected cells were seeded in a 6-well plate at a cell density of 1, 000–5, 000 cells/well in colony formation assays. Experiments were performed as previously described [51]. Migration/invasion assays were performed as reported [23].

### Immunohistochemical and immunofluorescence staining

For immunohistochemical staining (IHC), sections were pretreated by microwaving, blocked, and incubated using a series of antibodies (Table S3). For the immunofluorescence assay (IF), the coverslips with cells were incubated with primary antibodies (E-cadherin 1:50, vimentin 1:200). The IHC staining systems and IF experiments used in this study were performed as previously described [23].

### Animal studies

*In vivo*, 5 × 10^6^ SMMC7721 and 1 × 10^7^ HepG2 cells (stably transfected with P-miR-26b-5p, P-miR-26b-5p-inhibitor, and their control vectors) were suspended for each mouse. Each nude mouse (8 in each group, female BALB/c-nu/nu at 3–4 weeks of age) was subcutaneously injected in the upper right flank region at 0.2 mL/mouse with a microsyringe under anesthesia. After 4 or 5 weeks, mice were sacrificed and tumors were harvested and fixed with phosphate-buffered neutral formalin and prepared for standard histological examination. All studies were performed under the American Association for the Accreditation of Laboratory Animal Care guidelines for the humane treatment of animals and adhered to national and international standards.

### Statistical analysis

Data are presented as the mean ± standard deviation (SD). All statistical analyses were performed using ANOVA or a two-tailed Student's *t*-test to compare data. The survival curves were calculated using the Kaplan-Meier method. *P* < 0.05 was considered statistically significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

HCC: hepatocellular carcinoma
EMT: epithelial-mesenchymal transition
E-cadherin: epithelial-cadherin
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
SMAD1: SMAD family member 1
BMP4: bone morphogenetic protein 4

# Supplementary material for: Twist1-related miR-26b-5p suppresses epithelial-mesenchymal transition, migration and invasion by targeting SMAD1 in hepatocellular carcinoma
**Source:** Oncotarget. 2016 Mar 24;7(17):24383–401. doi: 10.18632/oncotarget.8328
**Supplement:** Supplementary file 1

Twist1-related miR-26b-5p suppresses epithelial-mesenchymal transition, migration and invasion by targeting SMAD1 in hepatocellular carcinoma

Supplementary Materials

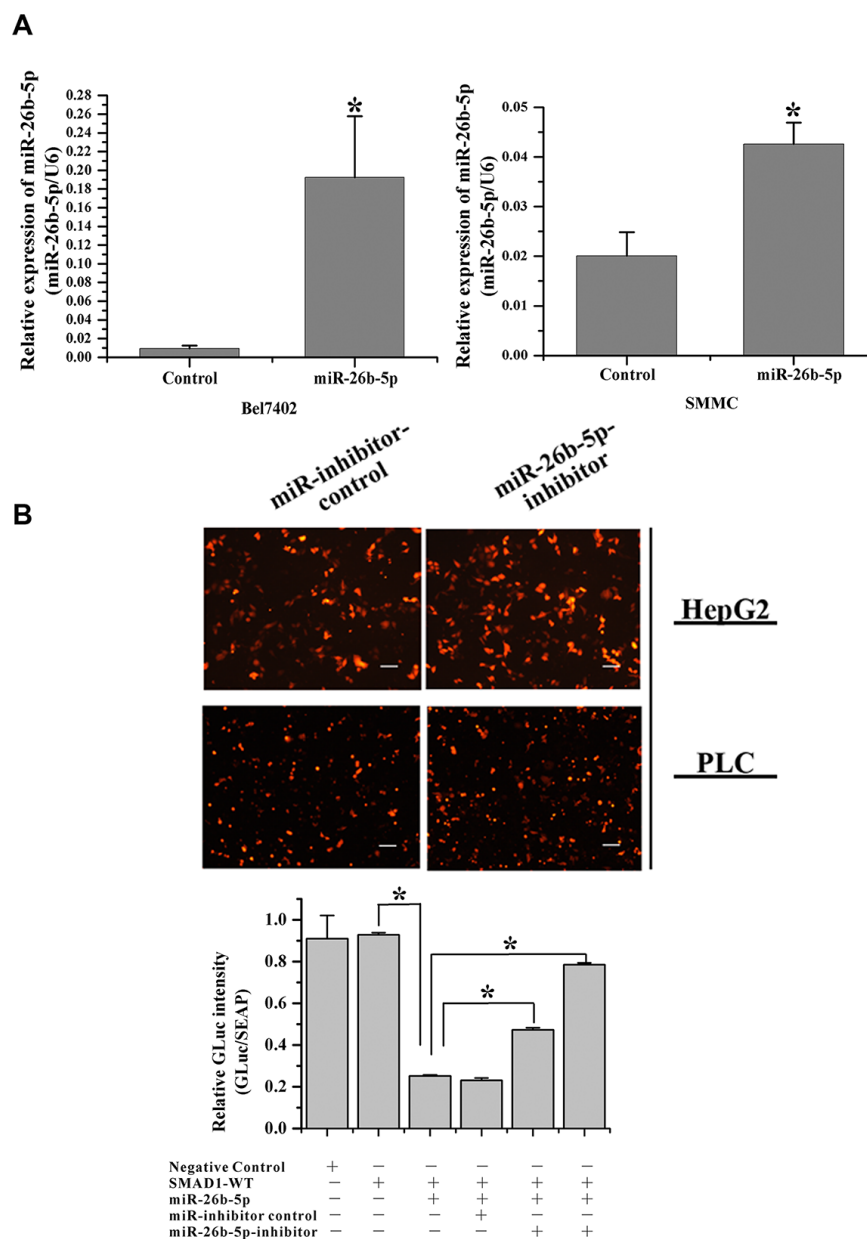

Supplementary Figure S1: The efficiencies of the P-miR-26b-5p and P-miR-26b-5p-inhibitor plasmids. (A) qRT-PCR was employed to validate the significant increase of miR-26b-5p in stably-transfected Bel7402-miR-26b-5p and PLC-miR-26b-5p cells, designated as Bel7402-miR-26b-5p or SMMC-miR-26b-5p. (B) HepG2 and PLC were transfected with P-miR-26b-5p-inhibitor or P-miR-inhibitor-control, designated as HepG2-miR-26b-5p-inhibitor or PLC-miR-26b-5p-inhibitor. The upper panel shows the transfection efficiency of the P-miR-26b-5p-inhibitor plasmid. Scale bar represents 100 μ m. Original magnification: 100 $\times$. The lower panel shows that a dual luciferase assay was used to verify the function of the plasmid. The construction of the two plasmids was successful. * $P < 0.05$.

A

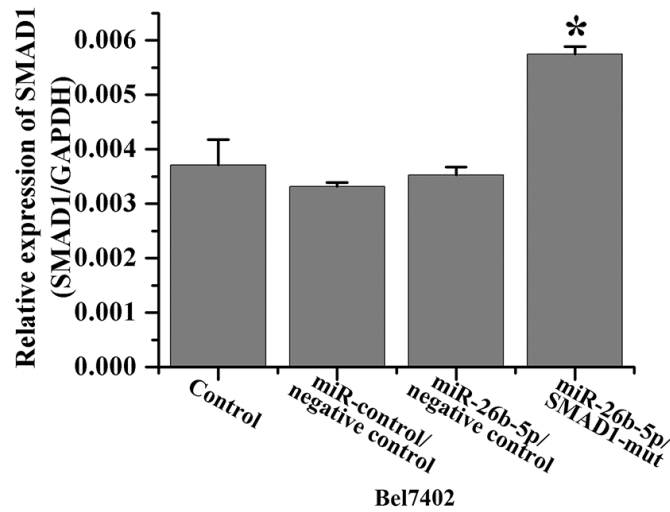

B

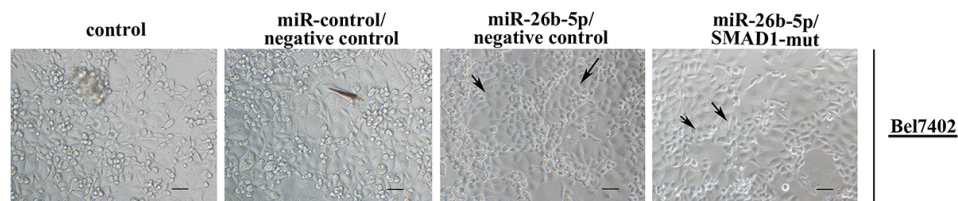

C

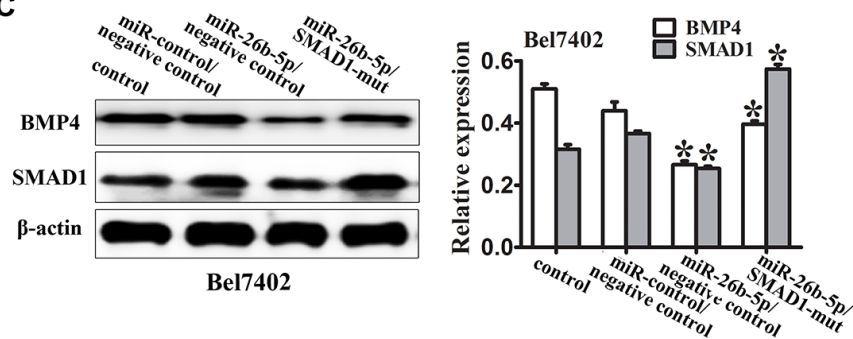

Supplementary Figure S2: (A) qRT-PCR was used to confirm the re-expression of SMAD1 in Bel7402-miR-26b-5p cells. $*P < 0.05$. (B) Ectopic expression of SMAD1 in Bel7402-miR-26b-5p cells induced a dramatic morphological change from an epithelial cobblestone phenotype to an elongated fibroblastic phenotype, which is consistent with EMT. Scale bar represents 50 μm . Original magnification: 200 $\times$. (C) Western blotting analysis of BMP4 expression and SMAD1 expression in P-miR-26b-5p- and P-miR-26b-5p/P-SMAD1-mut- co transfected Bel7402 cells. The representative image with quantitative results was provided in the right panel. $*P < 0.05$.

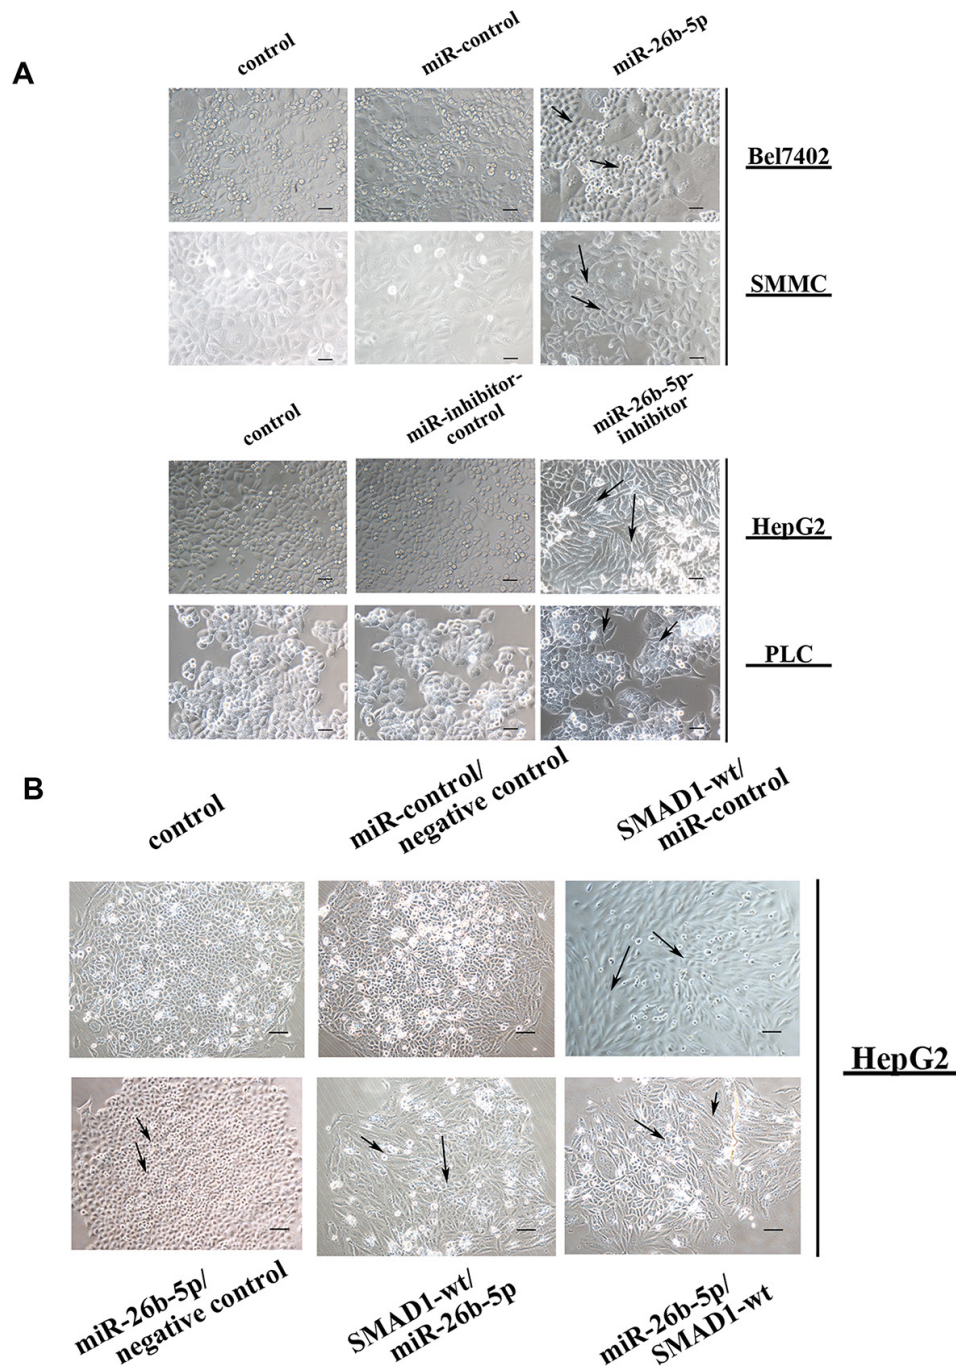

Supplementary Figure S3: (A) HepG2-and PLC-miR-26b-5p-inhibitor stably transfected cells demonstrated significant morphological changes from an epithelial cobblestone phenotype to an elongated fibroblastic phenotype, which is indicative of EMT. Bel7402 and SMMC with upregulated miR-26b-5p show the reverse change, as in MET. Scale bar represents 50 μ m. Original magnification: 200 $\times$. (B) With increased miR-26b-5p or the overexpression of SMAD1, or co-overexpression of miR-26b-5p and SMAD1, a switch between the EMT phenotype and MET phenotype was observed. Scale bar represents 100 μ m. Original magnification: 100 $\times$.

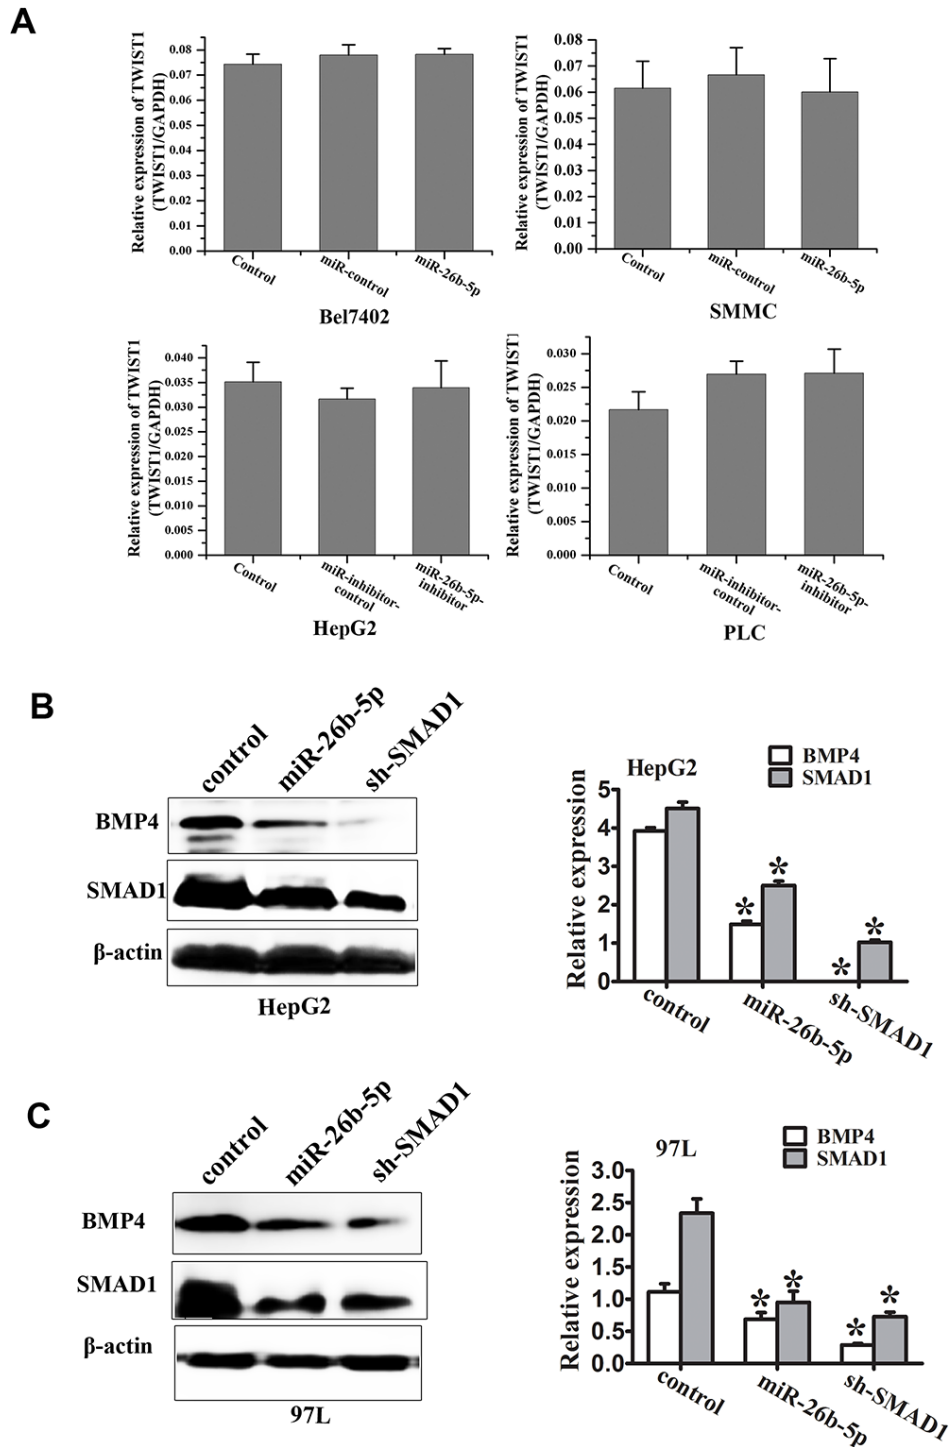

Supplementary Figure S4: (A) The Twist1 expression levels in transfected-Bel7402, SMMC, HepG2 and PLC cells were detected by qRT-PCR. Data represent the means of three separate experiments $\pm$ SD. (B) (C) Western blotting analysis of BMP4 expression and SMAD1 expression in P-miR-26b-5p- and P-SMAD1-shRNA- transfected HepG2 (B) and 97L cells (C). * $P < 0.05$.

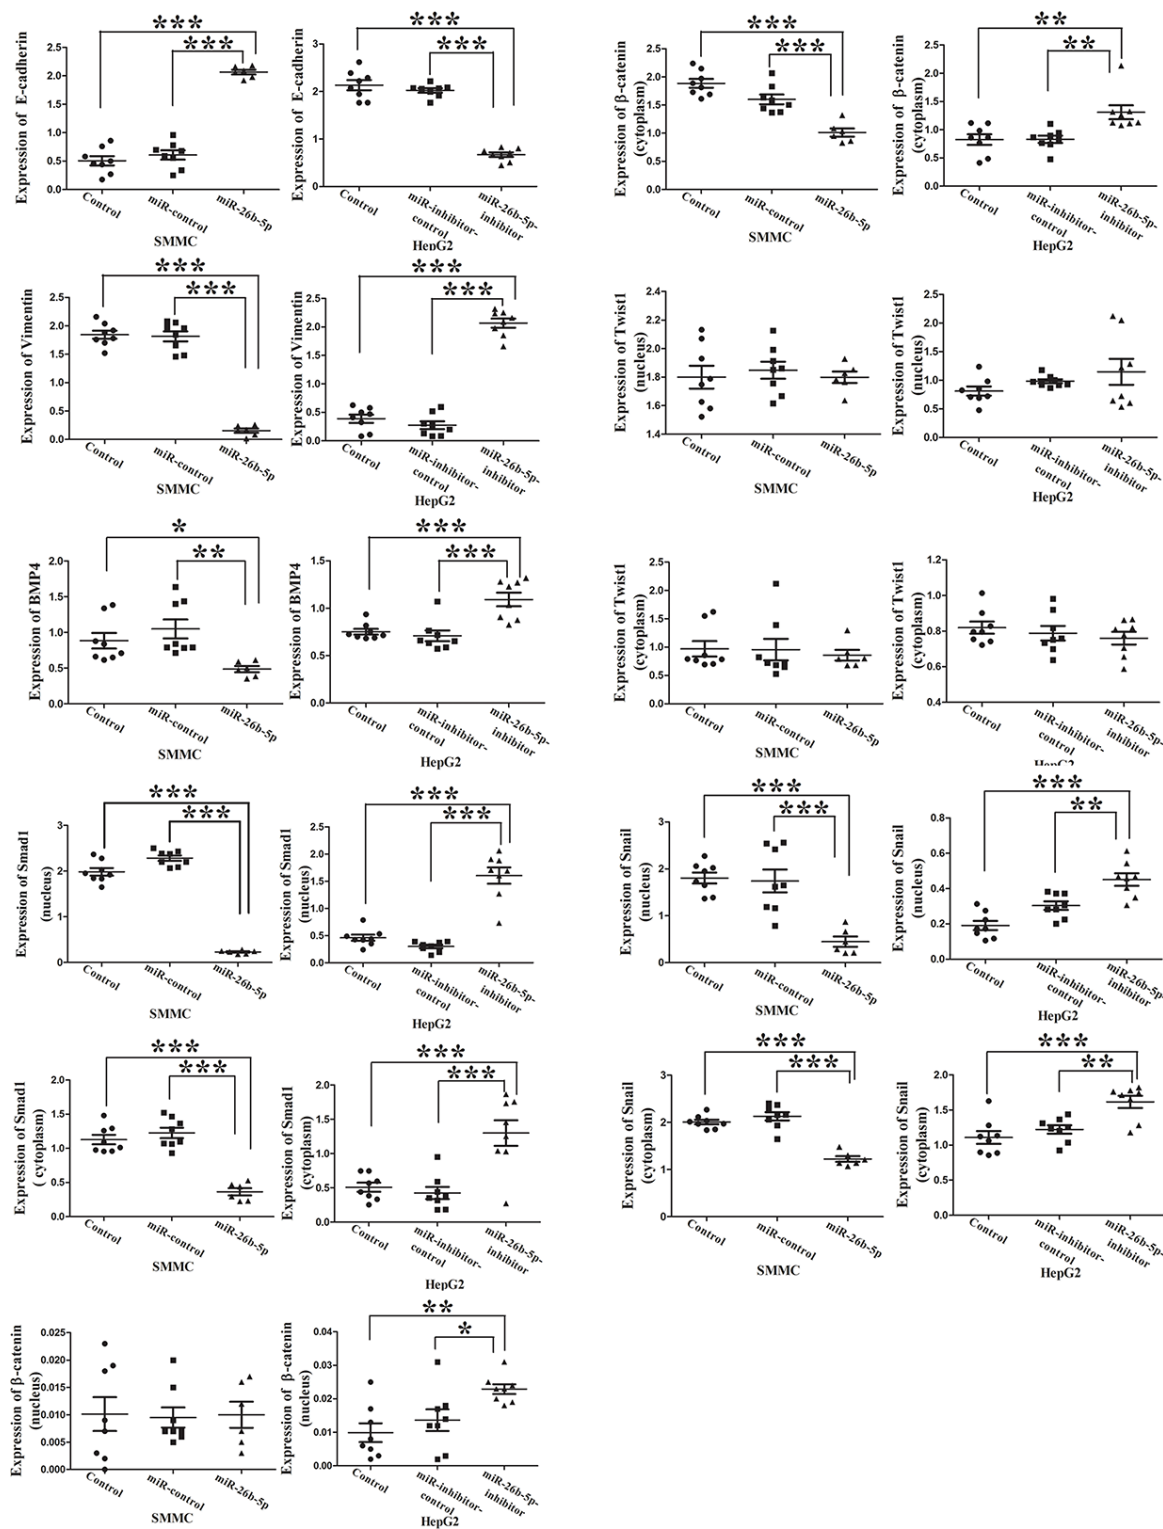

Supplementary Figure S5: Relative expression levels of EMT-associated markers in engrafted mouse HCC samples. Scatter plots were performed to show the expression levels of E-cadherin, vimentin, BMP4, SMAD1, β-catenin, Snail, and Twist1 in engrafted mouse HCC samples by Data represent the means of three separate experiments ± SD. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$.

Supplementary Table S1: The sequences of primer used for ChIP-qRT-PCR

Primer name	Forward primer (5'-3')	Reverse primer (5'-3')
Primer 1	GACTGAATCTTGCTGAAGGGG	TTGACCAACCTGCCCATTAC
Primer 2	AAATCCACAGGTGCCAGAC	GAGGTCGCTTTATGCACTCTAT
Primer 3	GCACGTCGCTTCCTTTCTT	CACCATTGCGCTTCATCAC
Primer 4	CGAAGCCGTTGCCCTTT	GGAGCCAGGTTCTAGGG
Primer 5	CCTCGGATGGGAATTGGATAC	TGGACAGCACACAACCTATC

Supplementary Table S2: The sequences of primer used for qRT-PCR

Gene	Forward primer (5'-3')	Reverse primer (5'-3')
Hsa-miR-26b-5p	Order from GeneCopoeia:HmiRQP0357	Universal qPCR Primer (GeneCopoeia)
U6	Order from GeneCopoeia:HmiRQP0356	Universal qPCR Primer (GeneCopoeia)
CDH1	GAGTGCCAACTGGACCATTTCAGTA	AGTCACCCACCTCTAAGGCCATC
VIM	TGACATTGAGATTGCCACCTACAG	TCAACCGTCTTAATCAGAAGTGTCC
TWIST1	GGCACCATCCTCACACCTCT	GCTGATTGGCACGACCTCT
SNAIL	GACCACTATGCCGCGCTCTT	TCGCTGTAGTTAGGCTTCCGATT
BMP4	TCCTCTTTAACCTCAGCAGCATC	GTCTCGTGTCCAGTAGTCGTGTG
SMAD1	ACAGTCTGTGAACCATGGATTTGA	TGAGGTGAACCCATTTGAGTAAGAA
GAPDH	GCACCGTCAAGGCTGAGAAC	TGGTGAAGACGCCAGTGGA

Supplementary Table S3: Antibodies used in this study

Antibody	Source	IHC Concentration Or WB	Product Number	Manufacture
E-cadherin	Mouse	1:50 (both)	Ab1416	Abcam
vimentin	Rabbit	1:200 (both)	ZA-0511	ZSCB-BIO
Smad1	Rabbit	1:2000 (both)	Ab63356	Abcam
Snail	Rabbit	1:200 (both)	Ab180714	Abcam
Slug	Rabbit	1:200 (only WB)	LS-B3449	LSBio
Bmp4	Rabbit	1:200 (only IHC)	Sc-9003	SANTA CRUZ
Bmp4	Rabbit	1:1000 (only WB)	Ab124715	Abcam
Twist1	Rabbit	1:50 (both)	Sc-15393	SANTA CRUZ
B-catenin	Rabbit	1:200 (both)	Ab32572	Abcam
Antibody	Source	Concentration(IF)	Product Number	Manufacture
E-cadherin	Mouse	1:50	Ab1416	Abcam
Vimentin	Rabbit	1:200	ZA-0511	ZSCB-BIO

Note: WB:Western blot.

Supplementary Table S4: Predicted targets of miR-26b-5p

Target	A	B	C	D	E	F	G	H	I
HGF	1	9	36	3	49	1	1	2	38.8
PRKCD	2	29	66	21	118	0	1	1	94.2
SMAD1	3	16	22	7	48	1	1	2	38
ULK2	4	8	3	12	27	0	0	0	21.6
FGD1	5	49	16	58	128	0	1	1	102.2
KCNJ2	6	48	26	20	100	0	1	1	79.8
ITGA5	7	57	30	22	116	2	1	3	92.2
PTEN	8	20	21	58	107	1	1	2	85.2
PLCB1	9	57	42	58	166	1	0	1	132.6
ATP1A2	10	31	95	43	179	0	2	2	142.8
VANGL2	11	21	19	58	109	1	1	2	86.8
CCDC6	12	19	14	58	103	1	1	2	82
UBE4B	13	12	32	33	90	0	0	0	72
MRAS	14	11	62	40	127	2	1	3	101
ACSL3	15	7	6	24	52	0	1	1	41.4
FRAT2	16	33	69	58	176	1	1	2	140.4
PRKCQ	17	35	71	58	181	0	0	0	144.8
RPS6KA6	18	1	38	17	74	1	1	2	58.8
SSX2IP	19	39	40	38	136	0	1	1	108.6
ULK1	20	4	13	6	43	0	0	0	34.4
SRGAP1	21	57	143	31	252	0	1	1	201.4
SSH2	22	57	39	34	152	1	1	2	121.2
NLK	23	57	24	2	106	1	1	2	84.4
DUSP5	24	57	143	29	253	2	2	4	201.6
CDK6	25	18	2	11	56	1	1	2	44.4
HUWE1	26	57	50	58	191	0	1	1	152.6
B3GNT5	27	2	43	58	130	0	0	0	104
ACVR1C	28	57	4	49	138	2	2	4	109.6
NTN4	29	57	143	45	274	2	1	3	218.6
ABL2	30	14	1	58	103	1	1	2	82
PTGS2	31	28	33	41	133	1	1	2	106
UBE2G1	32	26	18	8	84	0	1	1	67
BID	33	40	97	58	228	1	1	2	182
EIF2S1	34	30	9	58	131	0	1	1	104.6
INHBB	35	10	11	29	85	1	1	2	67.6
PAK2	36	57	12	54	159	2	1	3	126.6
MAN1A2	37	57	114	58	266	0	0	0	212.8
PIM1	38	50	65	28	181	0	1	1	144.6
HSPA8	39	43	93	58	233	0	1	1	186.2
PMAIP1	40	57	129	58	284	0	1	1	227
CACNB2	41	57	44	58	200	1	1	2	159.6

EPS15	42	54	28	58	182	2	1	3	145
RB1	43	41	88	58	230	0	1	1	183.8
RHOQ	44	3	15	58	120	0	0	0	96
DAPK1	45	57	84	23	209	0	1	1	167
BHLHE40	46	57	96	58	257	1	2	3	205
MAP3K2	47	57	31	10	145	1	1	2	115.6
LEF1	48	57	47	9	161	1	1	2	128.4
CREBBP	49	57	27	36	169	2	1	3	134.6
PSD3	50	57	5	58	170	0	1	1	135.8
YWHAE	51	57	112	32	252	1	1	2	201.2
CSNK1G1	52	57	8	58	175	2	0	2	139.6
COL1A2	53	47	117	37	254	1	1	2	202.8
MYH10	54	57	138	58	307	1	1	2	245.2
BCR	55	46	29	58	188	1	1	2	150
ACAP2	56	57	143	58	314	0	1	1	251
PI4K2B	57	5	133	58	253	1	1	2	202
GSK3B	58	25	10	5	98	1	1	2	78
B4GALT4	59	57	137	58	311	0	0	0	248.8
ERO1LB	60	57	35	4	156	0	0	0	124.8
CDC6	61	57	135	58	311	1	1	2	248.4
SHC4	62	57	89	58	266	1	1	2	212.4
CACNA1C	63	22	7	39	131	0	1	1	104.6
IPPK	64	57	25	58	204	0	0	0	163.2
PPP1R3D	65	57	139	58	319	0	1	1	255
PRKAG2	66	57	74	13	210	0	1	1	167.8
ADRBK2	67	57	59	58	241	1	1	2	192.4
UBE3A	68	57	82	58	265	0	1	1	211.8
PRKCB	69	57	143	58	327	1	1	2	261.2
PPP2R5A	70	57	110	58	295	0	0	0	236
SEMA6D	71	6	85	55	217	0	1	1	173.4
SAR1B	72	57	143	58	330	0	1	1	263.8
SMAD2	73	57	124	58	312	1	1	2	249.2
UBE2E2	74	57	111	25	267	0	1	1	213.4
STK4	75	57	54	58	244	1	1	2	194.8
RYR3	76	57	53	58	244	0	1	1	195
CCND2	77	57	46	56	236	2	1	3	188.2
PECAM1	78	57	45	58	238	1	1	2	190
EPHA7	79	57	81	52	269	1	1	2	214.8
GRIN2A	80	57	143	58	338	0	0	0	270.4
PIK3C2A	81	57	80	58	276	1	1	2	220.4
RAB31	82	57	140	58	337	0	1	1	269.4
UBE2D1	83	17	120	53	273	0	1	1	218.2
WNT5A	84	57	79	58	278	2	1	3	221.8
CDKN1C	85	57	68	58	268	0	1	1	214.2
ITGA4	86	57	101	58	302	1	1	2	241.2

UBE2K	87	32	121	58	298	0	1	1	238.2
MITF	88	57	143	58	346	0	1	1	276.6
DAB2	89	77	99	58	323	0	1	1	258.2
RAB11A	90	57	63	46	256	0	1	1	204.6
PRKAA2	91	57	104	58	310	0	1	1	247.8
RAP1A	92	45	130	35	302	0	1	1	241.4
COL11A1	93	57	98	58	306	1	1	2	244.4
ITPR1	94	57	102	58	311	0	0	0	248.8
SMAD4	95	57	86	48	286	1	1	2	228.4
ACVR2B	96	57	83	58	294	2	1	3	234.6
ARHGEF12	97	57	87	58	299	0	1	1	239
PPP3R1	98	15	103	51	267	1	1	2	213.2
ACSL4	99	57	56	58	270	0	1	1	215.8
SOX17	100	57	77	58	292	0	1	1	233.4
DNAJA2	101	57	64	26	248	0	1	1	198.2
COL5A1	102	57	75	14	248	1	1	2	198
PIK3R3	103	57	37	50	247	2	1	3	197
SH3KBP1	104	52	143	40	339	1	1	2	270.8
CACNB4	105	42	122	58	327	1	0	1	261.4
MAP3K7	106	57	143	58	364	2	1	3	290.6
ITGA6	107	57	72	19	255	1	1	2	203.6
MMP14	108	57	73	15	253	2	1	3	201.8
IGF1	109	57	94	58	318	1	1	2	254
WWP2	110	57	106	58	331	0	1	1	264.6
LTBP1	111	57	123	42	333	2	1	3	265.8
MAP3K1	112	57	131	58	358	0	1	1	286.2
DUSP4	113	57	126	58	354	2	2	4	282.4
E2F2	114	57	113	58	342	0	0	0	273.6
RPS6KA2	115	57	115	58	345	1	1	2	275.6
RORA	116	57	52	58	283	0	1	1	226.2

Note: A: miTG score, B: miRDB, C: Aggregate Pct, D: PicTar, E: A+B+C+D, F: EMT, G: KEGG signaling pathway, H: F+G, I: $E*0.8+H*0.2$.

MATERIALS AND METHODS

Chromatin immunoprecipitation (ChIP) assay

Detailed procedures for ChIP assay were previously described in [1]. Briefly, cells were cross-linked with 1% formaldehyde for 10 min, quenched with 0.125 M glycine, and lysed on ice for 10 min in cell swelling buffer containing 5 mM Pipes (pH 8.0), 85 mM KCl, 0.5% NP-40, 0.5 mM phenylmethylsulfonyl fluoride, and 100 ng/ml leupeptin and aprotinin. Nuclei were collected and resuspended in sonication buffer with 1% SDS, 10 mM EDTA, 50 mM Tris • HCl (pH 8.1), 0.5 mM phenylmethylsulfonyl fluoride, and 100 ng/ml leupeptin and aprotinin and incubated on ice for 10 min. Samples were sonicated to an average length of 0.5 kb and antibodies against Twist1 (Santa Cruz, USA), IgG (Santa Cruz, USA) were added to each aliquot of chromatin and incubated on a rotating platform overnight at 4°C. Antibody-protein-DNA complexes were isolated by immunoprecipitation with protein A agarose beads. Following extensive washing, bound DNA fragments were eluted and analyzed by subsequent qRT-PCR. Primer sequences are listed in the Table S1.

miRNA microarray analysis

miRNA microarray was performed by a service provider (LC Sciences). Total RNA (2 to 5 µg) from each sample was extracted using TRK1001 (LC Sciences, Cat. TRK-1001, Total RNA Purification Kit) according to the manufacturer's procedure. Total RNA was quantified by the NanoDrop ND-2000 (Thermo Scientific) and the RNA integrity was assessed using Agilent Bioanalyzer 2100 (Agilent Technologies). Labeling of total RNA was performed according to the protocol from LC Science for a dual-color fluorescence experiment with no modification. Hybridization was performed overnight on a µParafllo microfluidic chip using a micro-circulation pump (Atactic Technologies). On the microfluidic chip, each detection probe consisted of a chemically modified nucleotide coding segment complementary to target microRNA (from miRBase, <http://www.mirbase.org/>) or other RNA (control or customer defined sequences) and a spacer segment of polyethylene glycol to extend the coding segment away from the substrate. The detection probes were made by *in situ* synthesis using PGR (photogenerated reagent) chemistry. The hybridization melting temperatures were balanced by chemical modifications of the detection probes. Hybridization used 100 L 6xSSPE buffer (0.90 M NaCl, 60 mM Na₂HPO₄, 6 mM EDTA, pH 6.8) containing 25% formamide at 34°C. Fluorescence images were collected using a laser scanner (GenePix 4000B, Molecular Device) and digitized using Array-Pro image analysis software (Media Cybernetics). Data were analyzed by first subtracting the background, then the signals were normalized using a Lowess (locally weighted

regression) filter. The raw microarray data set was filtered according to a standard procedure to exclude spots with minimum intensity. It was arbitrarily set to an intensity parameter of P100 for the miRNA microarray data. Spots with diameters less than 10 µm and flagged spots were also excluded from the analyses.

Description of in depth analysis

Multiple sample analysis included normalization, data adjustment, *t*-test/ANOVA analysis, and clustering [2]. A cyclic LOWESS (locally-weighted regression) method was used to carry out normalization [3]. Data adjustment included data filtering, log₂ transformation, gene centering and normalization. Data filtering removed miRNAs with (normalized) intensity values below a threshold value of 32 across all samples. 

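The threshold leaves out the dimmest miRNAs of the HepG2 lines. By the normalization used here, 624 of the 1212 miRNAs reached 32 in at least 1 of the 4 lines and 231 in all of them. The count was 282 in HepG2-vector, 286 in HepG2-Twist1, 482 in HepG2-Twist1/Bcl-2 and 532 in HepG2-Bcl-2. In the authors' normalized values, 335 miRNAs reached it in at least 1 line and 174 in all, with 259, 253, 219 and 254 in the lines in the same order. miR-122-5p, the most abundant miRNA of normal hepatocytes, stayed below 32 in every line. So did all 8 pluripotency miRNAs tried, among them miR-302a-3p and miR-371a-3p. At a minimum of 100 the counts were 144, 144, 155 and 165. On array 2 the median miRNA spot of HepG2-Twist1/Bcl-2 read 148 and the median empty spot 159, so many miRNAs past 32 there were not told from background. With subtraction of the empty spot 304 miRNAs were measured on that array, against 592 with normexp.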

The log₂ transformation converted intensity values into log₂ scale. Gene centering and normalization transformed the log₂ values using the mean and the standard deviation of individual genes across all samples using the following formula: value = [(value) – mean (gene)]/[standard deviation (gene)]. The *t*-test was performed between “control” and “test” sample groups with each group contains at least two samples [4]. *T*-values were calculated for each miRNA, and *p*-values were computed from the theoretical *t*-distribution. miRNAs with *p*-values below a critical *p*-value (typically 0.01) were selected for cluster analysis. 

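Each line had 1 sample on the array, so the methods' t-test could only be run between the 3 repeat spots of HepG2-vector and of HepG2-Twist1. It describes these hybridised RNA samples and not the lines. Of the miRNAs measured in this pair, 39 were past the threshold of 0.01, with 12 higher and 27 lower in HepG2-Twist1. Of the miRNAs at least 2-fold lower, all but miR-3613-3p were among them. After Benjamini-Hochberg adjustment the count was 5. These were the lower miR-1260b, miR-140-3p, miR-26b-5p and miR-17-5p, a growth-promoting miRNA at a log2 ratio of -0.44 ± 0.05 (SD of 3 spots), and the higher miR-23a-3p at 0.30 ± 0.03. With centring in place of loess 111 miRNAs were past the threshold, and with no normalization 705. Both samples were read at the same 3 spots, HepG2-vector in Cy3 and HepG2-Twist1 in Cy5. The test ignores that pairing, and a dye bias of a probe could pass it. Chance would give 3.04 at the threshold only with independent readings and no dye bias. Paired by spot, a setting chosen later, 32 miRNAs were past the threshold.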

The clustering was done using hierarchical method and was performed with average linkage and Euclidean distance metric [5]. All data processes except the clustering plot were carried out using in-house developed computer programs. The clustering plot was generated using TIGR MeV (Multiple Experimental Viewer) software from *The Institute for Genomic Research*.

REFERENCES

1. Liu Z, Garrard WT. Long-range interactions between three transcriptional enhancers, active κ gene promoters, and a 3' boundary sequence spanning 46 kilobases. *Mol Cell Biol*. 2005; 25:3220–3231.
2. Li Y, Wang F, Xu J, Ye F, Shen Y, Zhou J, Lu W, Wan X, Ma D, Xie X. Progressive miRNA expression profiles in cervical carcinogenesis and identification of HPV-related target genes for miR-29. *J Pathol*. 2011; 224:484–495.
3. Bolstad BM, RAI M, Astrand TP, Speed. A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. *BIOINFORMATICS*. 2003; 19:185–193.
4. Pan W. A comparative review of statistical methods for discovering differentially expressed genes in replicated microarray experiments. *Bioinformatics*. 2002; 18:546–554.
5. Eisen MB, Spellman PT, Brown PO, Botstein D. Cluster analysis and display of genome-wide expression patterns. *Proc Natl Acad Sci U S A*. 1998; 95:14863–14868.

How the deposited data were processed for this re-analysis (not part of the article)

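RNA from 4 HepG2 lines, HepG2-vector, HepG2-Twist1, HepG2-Twist1/Bcl-2 and HepG2-Bcl-2, was measured with 1 sample per line on 2 two-colour miRNA arrays of LC Sciences. The paper reports the comparison of HepG2-Twist1 with HepG2-vector. The authors deposited a scanner table for each array, which gives the intensity of each spot in each channel, and a table of normalized intensity values for 1212 miRNAs in the 4 samples. The paper's methods state background and spot filtering, cyclic LOWESS normalization, a threshold of 32, log2 transformation and a t-test with a threshold of 0.01. The deposited normalized intensity values follow the scanner values closely in each sample (r on the log2 scale between 0.996 and 0.9997 over the 116 miRNAs compared) and are not log-transformed or centred. Their medians over all miRNAs were 12.7 in HepG2-vector, 12.6 in HepG2-Twist1, 12.5 in HepG2-Twist1/Bcl-2 and 12.1 in HepG2-Bcl-2. They were used as an alternative. They hold no repeat spots, so calls on them went by size alone, with values below 32 set to 32.

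The scanner intensities were the main source. The design fixed before the data were examined foresaw a background column, or a column already corrected for background. The scanner tables gave spot intensities with no background beside them, so limma's normexp model was fitted to the spot intensities of each channel with an offset of 50. Loess within each array (span 0.3, 4 iterations) was fitted with control spots at weight 0. The normalized intensity is the value on the linear scale after the offset is taken off. The log2 ratio of a miRNA is the mean over its 3 repeat spots, always as the line with Twist1 over the line without. It is taken on the scale that holds the offset, which understates the ratios of dim miRNAs. A miRNA was measured where at least 1 of the samples compared reached 32, the threshold in the paper's methods. Where 1 sample was below it, a fold is given as a bound, the brighter intensity over 32. For levels across arrays, quantile normalization of the average log intensity followed the loess step. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

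With 1 sample per line there was no test between the lines of an array. The 2 pairs with and without Twist1 were tested over both arrays, with 1 residual degree of freedom, as a later addition. Values carry the SD of the repeat spots, which is technical. A miRNA was called at a log2 ratio of 1 or more in size with all 3 spots of one sign. Lists of miRNAs, 20 in all, were described by their median and its percentile among 10000 random lists drawn in 5 bins of intensity, where at least 3 members were measured. The methods' t-test was run with equal variances on the log2 values of the repeat spots of the 2 samples, and describes those samples. Named miRNAs were, by a rule set beforehand, the 10 highest and 10 lowest of those at 100 or more in both samples of an array, those the paper names, and up to 4 members of each list. Lists, rule, comparisons and most alternatives were chosen before the data were examined.

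The calls were tested on simulated arrays with 200 miRNAs changed on each. Of these, 199 on array 1 and 118 on array 2 reached the minimum in the simulated values, and the shares below are of those. For HepG2-Twist1 against HepG2-vector (304 miRNAs in the step), a log2 change of 1.5 was called for 97.6% of the miRNAs at 100 or more in both samples and for 40.0% of all measured ones, and a log2 change of 0.5 for 0%. None of the 105 unchanged miRNAs was called. For HepG2-Twist1/Bcl-2 against HepG2-Bcl-2 (391 in the step) the shares at 1.5 were lower, 72.0% (18 of 25) and 28.1%, with 0 of 273 unchanged miRNAs called. The first pass mark, more than 80% called at 100 or more in both samples, was missed there. It was replaced after that result by a mark at 500 or more, which both arrays met with 100% called, so the list of array 2 is incomplete below 500. An earlier simulation added the background of the empty spots a second time and was corrected. No dye bias of single probes was simulated, so false calls from such a bias were not tested. The 391 miRNAs in the step for array 2 compare with 592 measured in the data. The number of arrays and the dim signal of most probes limit the precision. Spot SDs had a median of 0.09 on array 1 and 0.14 on array 2 among miRNAs at 100 or more in both samples. The alternatives were cyclic loess over the 4 channels, centring without loess, no normalization, other minimum intensities, the median of the repeat spots, leaving out each repeat spot position, the authors' values, other forms of the t-test, and subtraction of the median empty spot. For miR-26b-5p the mean over both arrays was also taken, in which a dye effect shared by the arrays cancels. The Bcl-2 comparisons run across arrays and across dyes, so a difference of array or dye cannot be separated from them. Names of miRNA arms were assigned by hand from the names on the array, and 1 list member had no probe.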

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

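The predictions tested for miR-26b-5p and for the miRNAs of the HepG2-Bcl-2 sample were written only after those results were seen. The correlation of the arrays and the mean of miR-26b-5p over both arrays were planned, but the use of that mean to weigh a dye bias was not. A further pattern, the larger log2 ratios of array 2, was tested and then set aside for the miRNAs of the HepG2-Bcl-2 sample, which looked of more interest.

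Array 2 compared HepG2-Twist1/Bcl-2 with HepG2-Bcl-2, a pair the paper does not report. Of 592 measured miRNAs, 21 were at least 2-fold higher in HepG2-Twist1/Bcl-2 and 29 at least 2-fold lower, against 0 and 5 on array 1. Centring without loess gave 30 and 24, no normalization 107 and 10, and subtraction of the median empty spot 43 and 31. Among miRNAs at 100 or more in both samples of an array, the log2 ratios had an SD of 0.84 on array 2 and 0.37 on array 1, a ratio of 2.26. Base composition of the targets is argued against as the cause, with a Spearman correlation of -0.00790 with the G and C share across miRNAs and 0.730% of the variance explained. Spot-to-spot error is argued against as the whole cause, since the median spot SD on array 2 was only 1.49 times that on array 1, judged by a limit that was tightened after its value was seen.

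On array 1 the Twist1 line carried Cy5 and on array 2 it carried Cy3. Over the 231 miRNAs measured in all 4 samples, the Twist1 log2 ratios of the arrays had a Pearson correlation of -0.23 and a Spearman correlation of -0.36 across miRNAs, which are not independent replicates. Of 20 such miRNAs at least 2-fold higher with Twist1 on array 2, 19 were below 0 on array 1, against 135 of all 231. Of 19 at least 2-fold lower on array 2, 13 were below 0 on array 1 as well and 6 above, so the opposition held for the higher set only. A dye bias shared by the arrays may give such a correlation, and so may Twist1 effects that differ with Bcl-2, while a Twist1 effect common to both backgrounds would raise it. The value is past the limit of -0.2 written before it was seen, on the side of the dye bias and against the common effect. It is past that limit by less than a spread of 0.07, an allowance applied after the value was seen. That spread takes the miRNAs as independent, which they are not, so it may understate the uncertainty. Neither is decided, and the dye cannot be told apart from the Bcl-2 background.

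miR-26b-5p stood out because it was on opposite sides of 0 on the arrays, at -0.68 on array 1 and 1.16 ± 0.05 on array 2, where it went from an intensity of 1463 in HepG2-Bcl-2 to 3333 in HepG2-Twist1/Bcl-2. The difference between the arrays was not tested. Cross-hybridization of miR-26a with the miR-26b probe is argued against by miR-26a-5p, which was at -0.43 ± 0.08 on array 2. A dye bias of the miR-26b probe may account for the pattern, since miR-26b-5p read higher in Cy3 on both arrays and the mean free of a shared dye effect was 0.24, and within its spread of 0 with centring or no normalization. From these arrays it cannot be told apart from an effect of Twist1 that depends on Bcl-2, because no dye swap of either pair was used here. For the pair of array 1 the paper also reports the decrease by qRT-PCR, which uses neither dye. It reports no such measurement for the pair of array 2.

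In the HepG2-Bcl-2 sample, 6 miRNAs reached 200 or more while HepG2-Twist1/Bcl-2 was below the minimum. They were miR-146a at 9430 ± 662 (at least 295-fold higher), miR-424-5p at 939 (29.3-fold as a bound), miR-200b-3p at 693, miR-29c-3p at 421, miR-146b-5p at 317 and miR-155-5p at 247. Signal of these probes in Cy5 without target RNA is argued against by HepG2-Twist1, also labelled with Cy5, where their median was 19.1. RNA of blood cells, in which miR-146a and miR-155-5p are abundant, is argued against by the blood-cell list fixed beforehand, whose highest level in HepG2-Bcl-2 was 82.4, for miR-486-5p, with miR-142-3p at 22.8. An effect of Bcl-2 or of how this line was derived stays open and untested, as does a mixture with cells of another kind. The threshold was first 100 and was raised to 200 after that result, which left out 3 of 9 miRNAs (miR-18b, miR-3131 and miR-3182), and the argument about Cy5 does not cover miR-18b, at 152 in HepG2-Bcl-2 and 147 in HepG2-Twist1.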

How the results depend on the processing

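Subtraction of the median empty spot, the t-test paired by spot and the test over the 2 pairs were chosen only after the data had been seen, and all other settings beforehand. miR-26b-5p stayed below 0 on array 1 and above 0 on array 2 under every setting run within an array, but its mean over both arrays, 0.24, had the opposite sign to array 1. The cause of the values below was not tested. With cyclic loess over the 4 channels, miR-26b-5p was at -0.53 on array 1, 1.04 on array 2 and 0.60 for HepG2-Bcl-2 against HepG2-vector. With centring and no loess, miR-26b-5p was at -1.24 and 1.30 (mean 0.0347), miR-424-5p at -0.40 and miR-424-3p at -0.10, and on array 1 there were 20 lower miRNAs, 111 past the methods' t-test and 1 list outside the central 95%. The median of all measured miRNAs was -0.27 on array 1 and -0.02 on array 2 with that centring. With no normalization, miR-26b-5p was at -1.90 and 1.96 (mean 0.0317), miR-424-5p at -1.06 and miR-424-3p at -0.76. That setting moved the median of all measured miRNAs to -0.63 on array 1 and 0.59 on array 2. It gave 131 lower miRNAs on array 1, 107 higher and 10 lower on array 2, 705 past the methods' t-test, 4 lists outside, a correlation of the arrays of -0.31, and medians of the opposite sign for the let-7 family on array 1 (-0.63) and for the miR-200 family (0.33), Twist1-linked miRNAs (0.39) and muscle miRNAs (0.19) on array 2. In the authors' normalized values, miR-26b-5p was at -0.50 and 1.11 (mean 0.31) and miR-424-5p at -0.55. On array 1 these values gave 3 higher miRNAs, called by size alone, and 1 list outside. With subtraction of the median empty spot, miR-26b-5p was at -0.50 and 1.26 (mean 0.38) and miR-424-5p at -0.57, with 1 higher miRNA and 0 lists outside on array 1, 43 higher on array 2 and a correlation of -0.31. A minimum of 100 left 0 lists outside. A minimum of 500 left 0 lists outside, 2 lower miRNAs on array 1, 12 higher and 13 lower on array 2 and a correlation of -0.32, with fewer miRNAs tested. No minimum gave 4 lists outside and a correlation of -0.15. Leaving out each repeat spot position in turn gave 0 to 1 higher miRNAs on array 1. The methods' t-test put 5 miRNAs past its threshold after Benjamini-Hochberg adjustment, and limma on the within-spot ratios 105. Scaling to a common median put miR-26b-5p at 0.67 for HepG2-Bcl-2 against HepG2-vector and 1.88 for HepG2-Twist1/Bcl-2 against HepG2-Twist1. All 5 lower miRNAs of array 1 were also lower with centring, with no normalization, at a minimum of 100 and with subtraction, and 4 of them with cyclic loess, the median of the repeat spots and the authors' values. For the single miRNAs named, 288 of 693 values on array 1 and 269 of 810 on array 2 moved by more than the spread. Of these miRNAs, 45 of 77 on array 1 and 37 of 90 on array 2 changed sign under some setting. Leaving aside no normalization, the counts were 35 and 16, none of them with a call that turned to the other side. Plain subtraction of a local background and log2 of a corrected column plus 50 were not run, since the scanner tables used here hold no such columns. The 2 pairs with and without Twist1 were also tested as pairs, with 1 residual degree of freedom, over the 231 miRNAs measured in all samples. The paired t-test put 2 miRNAs below 0.01, where chance would give 2.31, and gave 0.839 for miR-26b-5p. With the spread pooled over miRNAs by limma it put 0 below 0.01 and gave 0.706 for miR-26b-5p. None was below 0.05 after Benjamini-Hochberg adjustment in either. The pairs differ in Bcl-2 and in dye orientation, so a Twist1 effect that depends on Bcl-2 is not tested. The t-test paired by spot pairs spots of 1 array and not samples. The signal of most probes is close to that of the empty spots, so ratios are limited to the brighter miRNAs.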

Differences from the paper's values

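The t-test paired by spot and the subtraction of the median empty spot were chosen only after the values were seen.

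For miR-26b-5p the paper's p of the t-test is 0.00733, and the methods' t-test over the repeat spots gave 0.000126 here, on the same side of the threshold of 0.01. The paper's methods ask for at least 2 samples in each group of the test, while 1 sample per line was used here, so its value and this one may rest on different replicates. Of the alternatives set before the data were examined, only the value after Benjamini-Hochberg adjustment, 0.00905, came within 1.5 times the paper's value. The paper's methods name no such adjustment, so these 2 values are unlike and their closeness does not explain the difference. Cyclic loess, centring without loess, no normalization, unequal variances, linear intensities and limma on the within-spot ratios did not come that close. The t-test paired by spot, chosen after seeing the values, gave 0.00628 and drops none of the miRNAs the paper's text names as changed. The subtraction of the median empty spot did not reach the paper's value.

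The log2 ratio of miR-26b-5p between HepG2-Twist1 and HepG2-vector is about -0.50 in Figure 1A, read by eye, and -0.68 ± 0.09 here. Of the alternatives set before the data were examined, cyclic loess over the 4 channels (-0.53) and the authors' normalized values (-0.50) came within the spot SD of the paper's value. Centring without loess, no normalization, the median of the repeat spots and leaving out any repeat spot did not. Subtraction of the median empty spot (-0.50), chosen after seeing the values, also reached it.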

Other observations

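The directions across arrays and the miRNAs singled out beyond the naming rule were chosen only after their values were seen.

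A growth-promoting group and the miR-29 family read lower in HepG2-Twist1/Bcl-2 than in HepG2-Bcl-2, where line and dye differ together. The miR-17/92 clusters and paralogs had a median log2 ratio of -1.45 over 10 measured members in HepG2-Twist1/Bcl-2 against HepG2-Bcl-2, at percentile 0 of the random lists, with 7 at least 2-fold lower. Among these were miR-20a-5p at -1.97 ± 0.37, miR-106b-5p at -1.56 ± 0.18, miR-106a-5p at -1.50 ± 0.18 and miR-17-5p at -1.40 ± 0.10. Not all members fell alike. miR-92a-3p was at -0.34 ± 0.02, and 2 members were above 0, miR-93-5p at 0.29 ± 0.01 and miR-25-3p at 0.14 ± 0.09. The miR-29 family, known for restraining collagen and other matrix genes, had a median of -2.65 over 3 members (percentile 0.085), with miR-29a-3p at -2.68 ± 0.23. miR-29b-3p and miR-29c-3p were below the minimum in HepG2-Twist1/Bcl-2, at least 1.97-fold and 13.2-fold lower, so this median is not an exact size. Part of the gap may lie in a high level in the HepG2-Bcl-2 sample. There miR-29a-3p was at 12145, against 4099 in HepG2-vector and 1856 in HepG2-Twist1/Bcl-2. However, HepG2-vector was on the other array and carried another dye than HepG2-Bcl-2. miR-29c-3p is also among the 6 miRNAs bright in HepG2-Bcl-2 whose cause stays open, so the gap is not assigned to Twist1. Other miRNAs at the low end were miR-3185 at -2.17 ± 0.20, miR-30e-5p at -1.30 ± 0.18, the liver miRNA miR-192-5p at -1.29 ± 0.47 and the EMT-promoting miR-21-5p at -1.26 ± 0.30. At the high end were miR-4281 at 2.17 ± 0.10, miR-98-5p of the let-7 family at 2.07 ± 0.10, miR-4298 at 2.02 ± 0.21, miR-1260b at 1.92 ± 0.09, miR-1274b at 1.64 ± 0.06, miR-574-5p at 1.55 ± 0.22, miR-196a at 1.52 ± 0.07, miR-483-5p at 1.28 ± 0.34, let-7e-5p at 1.19 ± 0.08 and miR-335 at 1.18 ± 0.05. Of 17 lists with at least 3 measured members on array 2, 5 lay outside the central 95% of the random lists. The other 3 were the miR-200 family (-0.64, percentile 0.18), Twist1-linked miRNAs (-0.43, percentile 1.5) and muscle miRNAs (-0.64, percentile 0.15). Most of their members lie near the minimum, and on array 2 many miRNAs past it were not told from the empty spots. In HepG2-Twist1/Bcl-2, miR-200a-3p, miR-200b-3p, miR-429, miR-143-3p, miR-145-5p, miR-424-5p, miR-1-3p, miR-133a-3p and miR-133b were below the minimum, so the medians of these lists are not exact sizes. Under cyclic loess all 3 lists were inside the central 95%, at percentiles 3.72, 2.99 and 3.69. The miR-200 family was at percentile 7.08 in the authors' values, and the Twist1-linked miRNAs were at 11.9 at a minimum of 100. With no normalization their medians were 0.33, 0.39 and 0.19, below the median of 0.59 of all miRNAs measured there. Inside the central 95% were the let-7 family at 0.43, the miR-181 family at 0.20, EMT-promoting miRNAs at -0.04, other epithelial miRNAs at -0.10, the mesenchymal list at -0.12, the neuronal list at -0.14, the blood-cell list at -0.15, liver-enriched miRNAs at -0.17, the miR-15/16 family at -0.54, the miR-23/27/24 clusters at -0.60, the miR-30 family at -0.85 and the cluster of miR-424 and miR-503 at -0.99. The methods' t-test put 97 miRNAs past its threshold on array 2, 45 higher and 52 lower. After Benjamini-Hochberg adjustment the count was 24. Before adjustment chance would give 5.92, but only with independent readings and no dye bias. Here too the test ignores the pairing of the dyes at each spot.

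In the mean of both arrays, where a shared dye effect cancels, the let-7 family had a median of 0.36 for Twist1 at percentile 99.9, with all 9 members above 0. Of these, let-7i-5p at 0.01 and let-7g-5p at 0.05 were close to 0. On array 1 alone 3 of the 9 were below 0, and on array 2 alone 1 was. By array 2 alone the family was inside the central 95%, at percentile 91.4. In the mean, the miR-17/92 clusters had -0.89 at percentile 0, with 9 of 10 below 0, and the miR-29 family -1.31 at percentile 0.035. Both of these means rest mostly on array 2, and on array 1 alone the miR-29 family lay inside the central 95%. miR-19b-3p was lower on both arrays, at -1.32 and -1.13, while miR-1260b was at -1.19 on array 1 and 1.92 on array 2.

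Across arrays, miR-26b-5p had a log2 ratio of 0.37 in HepG2-Bcl-2 against HepG2-vector and 2.21 in HepG2-Twist1/Bcl-2 against HepG2-Twist1. In both comparisons Bcl-2, array and dye differ together. The Pearson correlation of log2 levels was taken across 122 miRNAs. Within an array, it was 0.987 between HepG2-vector and HepG2-Twist1 and 0.927 between HepG2-Twist1/Bcl-2 and HepG2-Bcl-2. Across the arrays HepG2-Bcl-2 was at 0.954 with HepG2-vector and 0.946 with HepG2-Twist1. HepG2-Twist1/Bcl-2 was at 0.896 with HepG2-vector and 0.874 with HepG2-Twist1, the lowest of the 6 pairs. The samples of 1 array were also fitted to each other by loess. The 6 probes for 5S ribosomal RNA, a transcript used as a loading reference, were all below 0 on array 1 before normalization, with log2 ratios from -1.35 for 5S-b1 to -0.24 for 5S-b4. On array 2 they ran from -3.27 for 5S-b2 to 0.42 for 5S-b6, on both sides of 0. However, without normalization 0 is not the reference. The median of all measured miRNAs was then -0.63 on array 1 and 0.59 on array 2. Against these medians, 5S-b1 alone was lower on array 1, and all 6 probes were lower on array 2. No difference in loading is read from them.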
